# The recently identified modifier of murine metastable epialleles, Rearranged L-Myc Fusion, is involved in maintaining epigenetic marks at CpG island shores and enhancers

**DOI:** 10.1186/s12915-015-0128-2

**Published:** 2015-03-26

**Authors:** Sarah K Harten, Harald Oey, Lauren M Bourke, Vandhana Bharti, Luke Isbel, Lucia Daxinger, Pierre Faou, Neil Robertson, Jacqueline M Matthews, Emma Whitelaw

**Keywords:** Rearranged L-Myc Fusion, Rlf, DNA methylation, Enhancers, Bisulphite

## Abstract

**Background:**

We recently identified a novel protein, Rearranged L-myc fusion (Rlf), that is required for DNA hypomethylation and transcriptional activity at two specific regions of the genome known to be sensitive to epigenetic gene silencing. To identify other loci affected by the absence of Rlf, we have now analysed 12 whole genome bisulphite sequencing datasets across three different embryonic tissues/stages from mice wild-type or null for *Rlf*.

**Results:**

Here we show that the absence of Rlf results in an increase in DNA methylation at thousands of elements involved in transcriptional regulation and many of the changes occur at enhancers and CpG island shores. ChIP-seq for H3K4me1, a mark generally found at regulatory elements, revealed associated changes at many of the regions that are differentially methylated in the *Rlf* mutants. RNA-seq showed that the numerous effects of the absence of Rlf on the epigenome are associated with relatively subtle effects on the mRNA population. *In vitro* studies suggest that Rlf’s zinc fingers have the capacity to bind DNA and that the protein interacts with other known epigenetic modifiers.

**Conclusion:**

This study provides the first evidence that the epigenetic modifier Rlf is involved in the maintenance of DNA methylation at enhancers and CGI shores across the genome.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12915-015-0128-2) contains supplementary material, which is available to authorized users.

## Background

We recently reported that *Rearranged L-myc fusion* (*Rlf*) acts as an epigenetic modifier [1]. The gene emerged from a sensitized N-ethyl-N-nitrosourea (ENU) mutagenesis screen carried out to identify factors involved in epigenetic regulation of transcription. The screen was based on the identification of mice with altered expression of a multi-copy GFP transgene that is susceptible to epigenetic gene silencing [2]. This is a dominant screen and we call the mutant lines *Modifiers of murine metastable epiallele Dominant (MommeD)* [2]*.* We found that three of the lines, *MommeD8*, *MommeD28* and *MommeD34*, carry mutations in *Rlf* and have designated the alleles *Rlf*^*MommeD8*^, *Rlf*^*MommeD28*^ and *Rlf*^*MommeD34*^. Of these, *Rlf*^*MommeD28*^ and *Rlf*^*MommeD34*^ are null alleles and *Rlf*^*MommeD8*^ is hypomorphic [1]. Mice heterozygous for the mutant alleles displayed increased silencing of both the reporter transgene and another epigenetically sensitive allele, *agouti viable yellow* [1]. Mice heterozygous for *Rlf* mutations are viable, with no overt abnormalities. Mice homozygous for the null alleles die around birth. Little is known about the function of Rlf, although the predicted presence of 16 widely-spaced zinc fingers suggests a role in transcription [3]. Bisulphite sequencing at the reporter transgene revealed increased DNA methylation in late gestation *Rlf*^*MommeD28/MommeD28*^ embryos, consistent with its reduced expression [1].

To discover whether or not Rlf has functions at other loci, we have carried out whole genome bisulphite sequencing at three different stages of development and provide evidence that Rlf has a role in the maintenance of DNA hypomethylation at thousands of elements across the genome. These regions overlap with those previously found to be differentially methylated across different tissue types, called tissue-specific DMRs (tsDMRs) [4-8]. Tissue-specific DMRs overlap with elements involved in transcriptional regulation, in particular enhancers.

Here we show that Rlf has a role in maintaining DNA hypomethylation at enhancers across the genome. Increases in DNA methylation that occur in the absence of Rlf, are accompanied by reductions in H3K4me1 occupancy.

## Results

### Loss of Rlf results in an increase in DNA methylation at short lowly methylated regions across the genome

To understand how Rlf affects DNA methylation at a genome-wide level, we carried out genome-wide bisulphite sequencing on the livers of E14.5 embryos (*Rlf*^*+/+*^ and *Rlf*^*MommeD28/MommeD28*^). We chose E14.5 liver because the original screen was carried out using erythroid cells and the liver is the major erythropoietic tissue at this stage of development. Also, since E14.5 embryonic liver is one of ENCODE’s chosen tissues, associations can be made between sites of differential DNA methylation and histone marks. Mice homozygous for the null allele appear grossly phenotypically normal at this stage, reducing the risk of possible changes to DNA methylation that are the consequence of their demise at later developmental stages. Bisulphite sequencing was carried out on E14.5 livers from two wild-type (*Rlf*^*+/+*^) and two homozygous (*Rlf*^*MommeD28/MommeD28*^) littermates to an average depth of 30-fold per sample. 

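Whole-genome bisulphite sequencing counts, at every CpG, the reads in which the cytosine resisted conversion and is taken as methylated, and the reads in which it was converted. The data comprise 2 wild-type and 2 homozygous E14.5 livers, replicate 1 of each genotype labelled male and replicate 2 labelled female. The authors trimmed paired-end reads, aligned them with Bismark to mm9 carrying FVB/NJ substitutions, added the lambda genome and the reporter transgene as extra sequences, removed PCR duplicates and merged the strands. The deposited values are counts of methylated and unmethylated reads for each CpG with at least 1 read, beside a percent rounded to whole numbers. All values below were computed from the counts, on NCBIM37 coordinates (mm9). The wild-type livers had 710,076,682 and 710,952,704 reads over CpGs and the homozygous livers 628,996,114 and 664,817,987, which is 29.5 to 33.3 reads per reference CpG with a mean of 31.8. The depth of chromosome X relative to the autosomes was 0.387 and 0.380 in replicate 1 and 0.727 and 0.736 in replicate 2, which matches the sexes given. The methylation of a region is the percent of methylated reads over its CpGs covered by at least 6 reads in all 4 livers. With 2 livers against 2, the smallest two-sided p of an exact permutation test is 0.33, so no single comparison in this tissue can reach 0.05 by that test.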

Approximately 85% of the CpGs in the mouse genome were covered by >5 reads and approximately 75% were covered by >20 reads (Additional file 1: Figure S1). 

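Of the 21,342,492 CpGs on the assembled chromosomes of the reference, 93.9% to 94.3% had at least 1 read in the 4 E14.5 livers. Coverage by more than 5 reads held for 87.8% to 89.5% of the CpGs, with a mean of 88.6%. Coverage by more than 20 reads held for 65.5% to 71.5%, with a mean of 68.9%.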

For each CpG, the percentage of converted and unconverted Cs across all reads was calculated (%mCG). 

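Lambda DNA carries no CpG methylation, so the share of its cytosines read as unconverted measures failed conversion. Between 33,028,213 and 47,863,773 reads over lambda CpGs were counted in each E14.5 library. The unconverted percent was 0.0590 (95% Wilson interval 0.0583 to 0.0597) and 0.0412 (0.0406 to 0.0418) in the wild-type livers. In the homozygous livers it was 0.0464 (0.0456 to 0.0471) and 0.0459 (0.0453 to 0.0465). These intervals cover counting error only.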

Sequencing of unmethylated lambda DNA, spiked into each sample, confirmed complete conversion (>99%). Regions differentially methylated between the wild-type and homozygous samples were identified using the following parameters: the region must contain >10 CpGs and each CpG must be covered by >5 reads. A call was made if the difference between the %mCG of the wild-type (average of two) and homozygous (average of two) samples was greater than 15%. Use of these parameters might bias the analysis to CG rich regions.

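The smoothing and t statistic of the paper's Methods (BSmooth) were rewritten and applied to the counts of the 4 E14.5 livers. Smoothing windows held at least 20 CpGs and spanned at least 250 bp to either side, runs of CpGs beyond the 0.01 and 0.99 quantiles of the t statistic were taken, and runs with more than 10 CpGs and a mean difference above 15 points were kept. This called 1,280 regions, 1,192 more methylated and 88 less methylated in the mutants. With 1 liver left out 119 to 189 were less methylated. Of the 1,327 regions of Table S1 on assembled chromosomes, 1,125 overlapped a region called here. Requiring a difference above 20 points moved the count most, to 471. Grouping the livers by sex, replicate 1 of both genotypes against replicate 2, called 687 regions. Separate calls on the autosomes alone, with the quantiles taken there, gave 71 for this grouping and 1,249 for the genotypes. Grouping wild-type replicate 1 with homozygous replicate 2 against the other two called 53. Each side of these groupings mixes the genotypes. Genotype differences therefore add to the spread within sides and can lower these counts.
A test on counts was run on 909,678 tiles of 1 kb that held at least 8 CpGs covered by at least 6 reads in all 4 livers. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1,114 tiles had an adjusted p under 0.05 and a difference above 15 points, 1,083 of them more methylated in the mutants, and 81,818 tiles had an unadjusted p under 0.05. On the autosomes the genotypes gave 1,094 tiles and the grouping by sex, which mixes the genotypes on each side, 19. Wild-type replicate 2 decides much of the count, which was 3,577 without it. Of the 1,114 tiles, 702 overlapped a region of Table S1.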

We found 1,329 differentially methylated regions across the genome and call these Rlf-DMRs (Additional file 2: Table S1). 

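Over the regions of Table S1, the methylation of the 2 wild-type E14.5 livers correlated with r = 0.928 across regions and that of the 2 homozygous livers with r = 0.914. Between livers of different genotype r was 0.718 to 0.736. Regions are not independent replicates, and these were chosen for their difference between the genotypes. The root mean square gap between livers was 5.54 points within the wild-type pair, 5.96 points within the homozygous pair and 19.2 to 21.5 points between genotypes. Over random regions with as many CpGs and similar wild-type methylation, r was 0.939 to 0.957 for all pairs of livers. On the autosomes it was 0.963 within the wild-type pair, 0.965 within the homozygous pair and 0.947 to 0.954 between genotypes. Random regions thus also parted the genotypes, though far less than the regions of Table S1.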

Hierarchical clustering of the Rlf-DMRs showed that the two biological replicates of each genotype clustered together, attesting to the reproducibility of the technology (Additional file 3: Figure S2). 

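The region of Table S1 in Bai2 (ENSMUSG00000028782) lies on chromosome 4 of mm9 from 129683895 to 129684785, at exon 5 of 30 of the gene, and holds 41 CpGs over 891 bp. Its mean depth was 31.0 to 39.4 reads per CpG in the 4 E14.5 livers. Methylation was 17.6% ± 4.52 (SD, n = 2) in wild-type and 45.9% ± 2.65 (SD, n = 2) in homozygous livers. With each liver left out in turn the difference was 25.1 to 31.5 points. All 41 CpGs were more methylated in the mutants on average, and at 39 of them both homozygous livers lay above both wild types. The median difference of a CpG was 26.7 points. The largest was 45.7 points, at the CpG at position 129684158, where methylation rose from 14.9% to 60.6% with 27 to 44 reads per liver. The reference sequence from 129684118 to 129684199, around that CpG, is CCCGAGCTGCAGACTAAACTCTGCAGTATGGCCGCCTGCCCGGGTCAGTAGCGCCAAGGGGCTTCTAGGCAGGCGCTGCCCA.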

A representative screen shot is shown (Figure 1A). One of the Rlf-DMRs was the multicopy reporter transgene, the expression of which had been used to identify the *MommeD* mutants in the original mutagenesis screen. This is consistent with our previous findings following bisulphite PCR of a small segment of this element [1]. 

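The transgene carries a GFP reporter, and its sequence was part of the authors' alignment reference. It had 206 CpGs with at least 6 reads in all 4 E14.5 livers, at a mean depth of 241 to 328 reads per CpG, a depth that the number of copies raises. Methylation was 12.4% ± 0.178 (SD, n = 2) in wild-type and 24.8% ± 0.931 (SD, n = 2) in homozygous livers, a difference of 12.3 points (exact permutation test, two-sided p = 0.33, the smallest possible). The mutant mean was the higher at 202 CpGs, and at 183 both homozygous livers lay above both wild types. Leaving out 1 liver in turn gave 11.7 to 13.0 points, the widest change of any alternative. Values are means over all copies, which the reads do not tell apart.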

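In windows of 1000 bp along the transgene sequence, both homozygous E14.5 livers lay above both wild types in all 6 windows. In the first window (112 CpGs) methylation was 4.41% and 3.77% in the wild-type livers and 11.0% and 12.0% in the homozygous livers. In the second (36 CpGs) it was 16.7% and 15.6% against 35.7% and 39.5%, and in the third (20 CpGs) 45.3% and 51.1% against 62.6% and 63.5%. In the fourth (23 CpGs) it was 15.0% and 14.57% against 29.5% and 32.7%. In the fifth (6 CpGs) it was 34.6% and 37.2% against 52.4% and 52.6%, and in the last (9 CpGs) 25.4% and 27.3% against 37.9% and 37.5%.

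**Figure D1:**
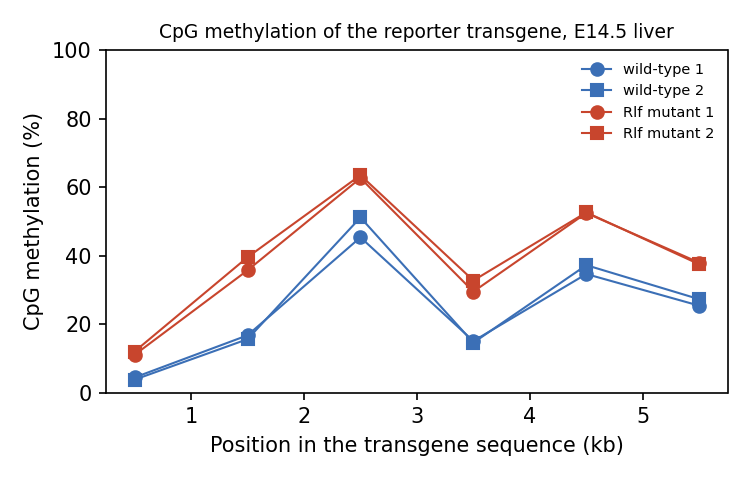
CpG methylation (%) of the reporter transgene in E14.5 liver against position in its sequence (kb), 1 line per liver, 1 point per window of 1000 bp. The homozygous livers lie above the wild types in each of the 6 windows, with the highest level of all 4 livers in the third.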

The Rlf-DMR extended across the 5 kb transgene, including the HS-40 enhancer region (Figure 1B).

**Figure 1:**
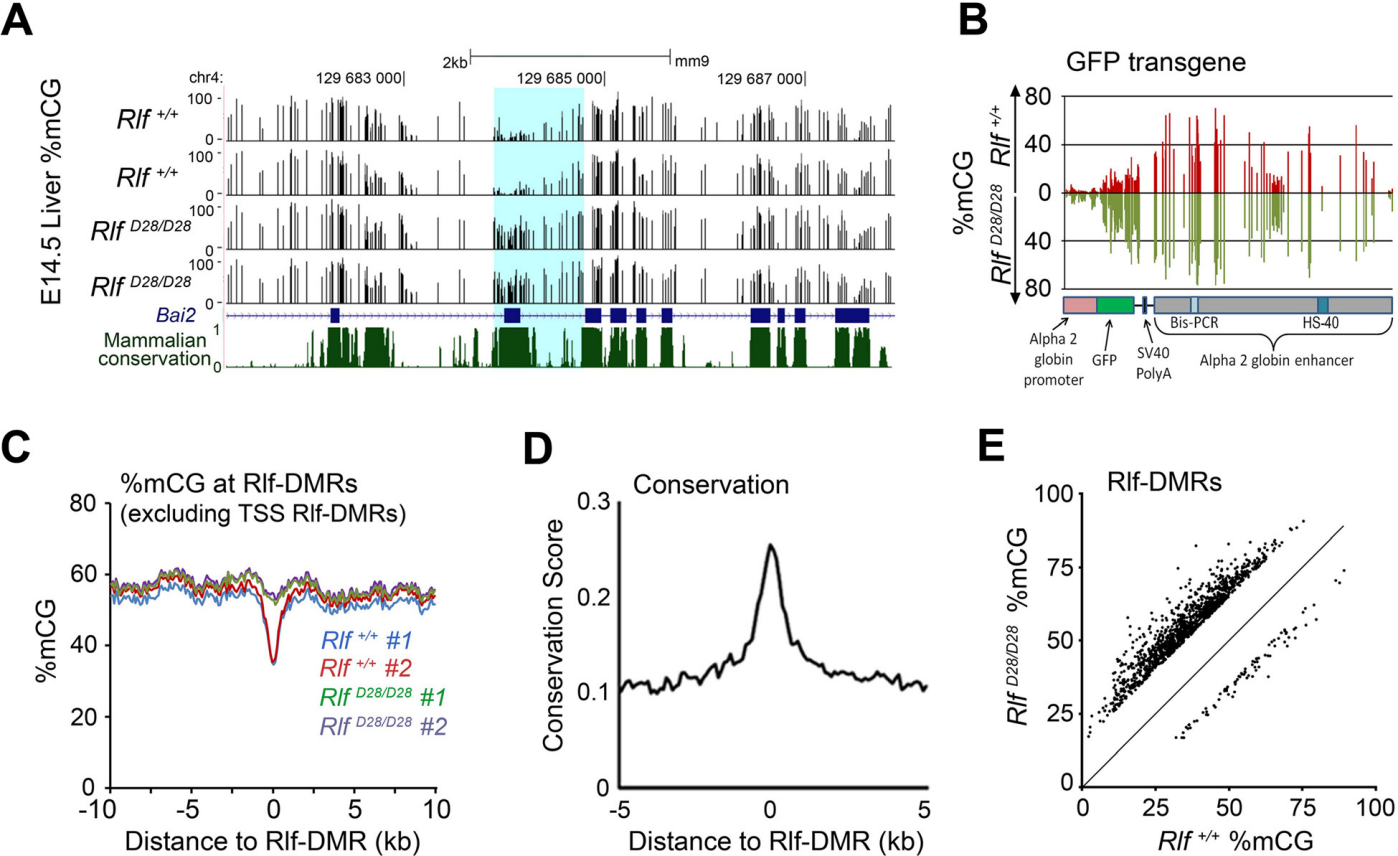
**DNA methylation is increased at ~ one thousand loci in the genomes of** ***Rlf*** ^***MommeD28/MommeD28***^ **mice. (A)** A UCSC Genome Browser snapshot showing a representative Rlf-DMR, within the gene *Bai2,* with increased methylation in *Rlf* ^*MommeD28/MommeD28*^ compared to *Rlf* ^*+/+*^ mice. The gene’s exons are indicated by blue boxes, introns by connecting lines and direction of transcription by the intronic arrows. **(B)** The mice carry a GFP transgene used in the ENU mutagenesis screen that identified Rlf as an epigenetic modifier [1]. Bisulphite sequencing reads covering the transgene show hypermethylation of DNA from *Rlf* ^*MommeD28/MommeD28*^ mice throughout its length. Transgene sequence features, and a region previously targeted by bisulphite PCR [1], are indicated. **(C)** The average methylation of regions differentially methylated in *Rlf* ^*MommeD28/MommeD28*^ mice, compared to wild-type, are plotted. Only Rlf-DMRs >2.5 kb from TSS were included (n = 1,074). **(D)** Average PhastCons scores for placental mammals at Rlf-DMRs. **(E)** Scatterplot of average CpG methylation observed in *Rlf* ^*MommeD28/MommeD28*^ mutants compared to wild-types for 1,329 Rlf-DMRs identified in E14.5 liver.

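The regions of Table S1 had a median width of 433 bp (quartiles 298 and 621 bp) and a median of 15 CpGs, and 70 of them were at least 1000 bp wide. The regions called here with the E14.5 settings had a median width of 413.5 bp. Methylation inside and around the regions was averaged over the 974 more methylated regions that lie over 2.5 kb from a TSS. Inside, it was 35.8% ± 0.735 (SD, n = 2) in wild-type and 55.7% ± 1.30 (SD, n = 2) in homozygous livers. Up to 1 kb outside the regions it was 53.8% ± 1.35 and 60.01% ± 0.687 (SD, n = 2 each). At 5 to 10 kb it was 56.6% and 59.3%.

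**Figure D2:**
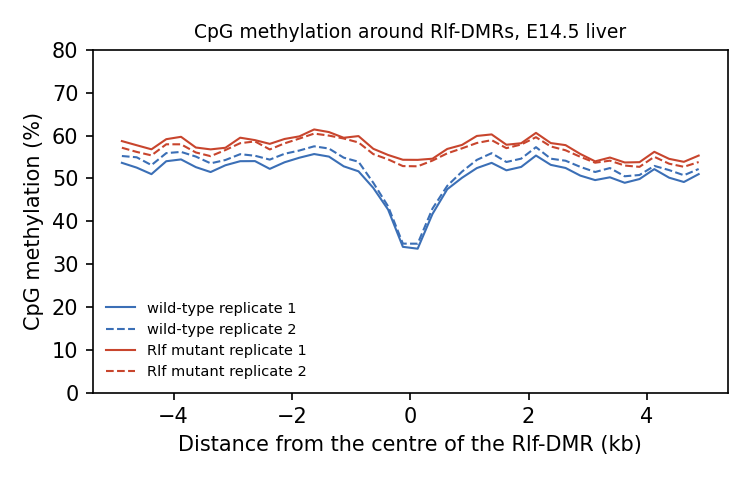
CpG methylation (%) in bins of 250 bp against the distance from the centre of the Rlf-DMR (kb) in E14.5 liver, 1 line per liver (solid, replicate 1; dashed, replicate 2). The wild types have their lowest level at the centre, where the lines of the genotypes lie farthest apart.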

In general, the Rlf-DMRs were short (~1 kb), occurred at regions of the genome that are less methylated than the surrounding DNA (Figure 1C) and overlapped with regions that are conserved in placental mammals (Figure 1D). These characteristics are consistent with those reported for tissue-specific differentially methylated regions (tsDMRs) [5]. Comparison of the two datasets showed that 59% of the E14.5 liver Rlf-DMRs overlapped with a tsDMR (data not shown). The failure of some to overlap is likely to be a reflection of lower coverage in the data used to identify tsDMRs [5]. Most of the Rlf-DMRs, (n = 1,246; 94%) were more methylated in the mutants, consistent with our previous findings at the transgene locus (Figure 1E) [1].

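At the 1,329 regions of Table S1, the mean over regions was 36.3% ± 0.631 (SD, n = 2) in wild-type and 53.8% ± 1.17 (SD, n = 2) in homozygous E14.5 livers, a difference of 17.5 points (exact permutation test, two-sided p = 0.33, the smallest that 2 livers against 2 allow). Without 1 liver in turn it was 16.7 to 18.4 points, the widest change of any alternative tried. The regions were chosen on these libraries, so the size of the difference is not independent evidence. The mutant mean was above the wild-type mean at 1,248 regions (93.9%), and at 1,246 both homozygous livers lay above both wild types. At 80 regions both lay below. The 1,246 regions that the paper marks as more methylated went from 34.9% ± 0.661 to 54.7% ± 1.18 (SD, n = 2 each), and the 83 it marks as less methylated from 56.7% ± 0.192 to 40.2% ± 1.09 (SD, n = 2 each).
The largest gain was at a 405 bp region on chromosome 10 (41775010 to 41775414) at an exon of the pseudogene Gm9855, from 37.7% ± 4.43 to 83.01% ± 2.86. Next were an intergenic region on chromosome 10 (120131197 to 120132067), from 14.52% ± 3.17 to 58.7% ± 0.871, and a region on chromosome 4 (140369936 to 140370934) at exon 16 of 16 of Padi1, where the lincRNA Gm13032 also lies, from 33.2% ± 6.24 to 75.0% ± 0.186. The largest loss was at an intergenic region on chromosome X (72918657 to 72919025), from 80.4% ± 2.43 to 57.2% ± 0.259, a region that also fell in the E10.5 embryos (89.5% ± 2.47 to 71.2% ± 0.828) and changed by only -0.552 points in the E18.5 livers (82.7% ± 0.716 to 82.2% ± 1.80). It was followed by a region on chromosome 4 (8781222 to 8781404) at exon 29 of 38 of Chd7, from 73.1% ± 4.31 to 50.5% ± 4.93, which did not go down in the E10.5 embryos. The third, on chromosome 2 (16171756 to 16171860), had only 6.58 to 10.8 reads per CpG and fell from 72.5% ± 13.7 to 50.5% ± 1.57 (SD, n = 2 in each case). Its change of -22.0 points was -31.7 to -12.3 points with 1 liver left out, and with CpGs of at least 1 read it fell on average in the E10.5 embryos (85.4% ± 0.121 to 72.5% ± 29.0) and rose in the E18.5 livers (51.6% ± 17.3 to 72.8% ± 0.277; SD, n = 2 each). The paper states that most Rlf-DMRs were more methylated in the mutants and sets this beside its earlier findings at the transgene.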

### Rlf–DMRs overlap with elements involved in transcriptional regulation, including those at exons

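Regions of Table S1 were compared with protein-coding transcripts of GENCODE vM1 on NCBIM37, since RefSeq was not used here. With that annotation 659 of the 1,329 regions (49.6%) overlapped a transcript and 670 did not. With all GENCODE transcripts, an alternative chosen after seeing the data, 730 overlapped and 599 did not.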

Of the 1,329 Rlf-DMRs identified in E14.5 liver, approximately half overlapped with RefSeq transcripts (n = 652) and half were intergenic (n = 677) (Figure 2A). A relatively small proportion of the Rlf-DMRs, 255 of the 1,329, lay within 2.5 kb of a transcriptional start site (TSS) and we found little overlap, 200 of the 1,329, with the 16,000 CpG islands annotated in the mouse genome in the UCSC Genome Browser. Together these findings suggest that a minority of Rlf-DMRs overlap with promoters, consistent with findings for tsDMRs [5] and T-DMRs [4].

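Against protein-coding GENCODE transcripts, 290 of the 1,329 regions (21.8%) lay within 2.5 kb of a TSS and 1,039 lay farther away. With all GENCODE transcripts the numbers were 419 and 910. The CpG island track of the UCSC Genome Browser was not used here. In its place, unmethylated CpG-dense stretches were defined from the E14.5 data, pooled over both genotypes, as at least 20 consecutive CpGs no more than 100 bp apart and each under 10% methylated. There were 16,670, with a median length of 903 bp and 64 CpGs. Only 11 regions overlapped a stretch, as the pooled level required of a stretch excludes most regions that gain methylation. A further 199 lay within 2 kb of one and 1,117 lay farther away. From the distances to a TSS and to CpG islands, the paper proposes that a minority of Rlf-DMRs overlap with promoters.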

**Figure 2:**
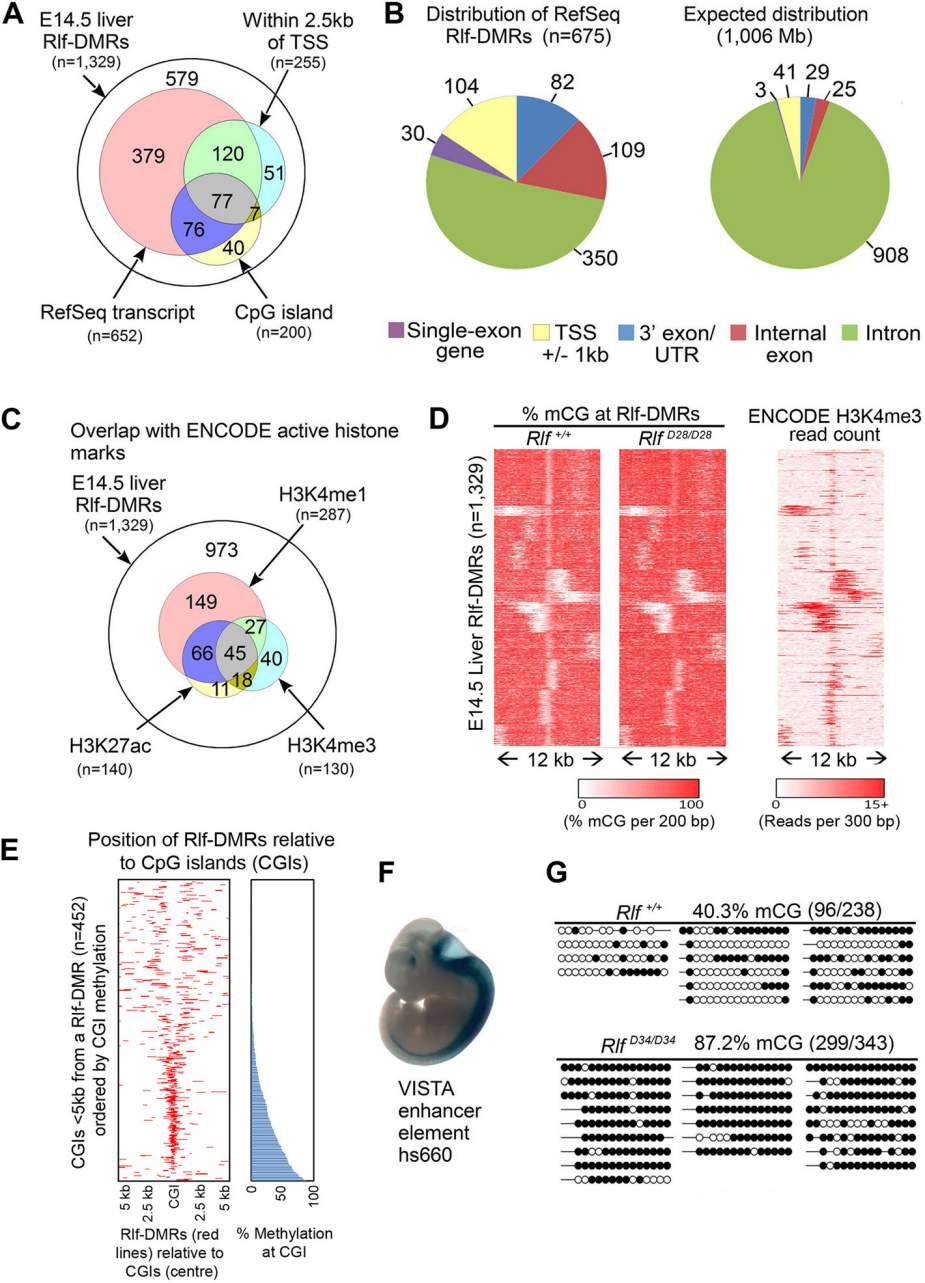
**Rlf-DMRs overlap with regulatory regions. (A)** E14.5 liver Rlf-DMRs were investigated for overlap with RefSeq genes, proximity to TSS and CpG islands. **(B)** E14.5 liver Rlf-DMRs overlapping RefSeq transcripts, were classified according to overlap with transcript features. The central CpG dinucleotide of each Rlf-DMR was used to define the overlap. Rlf-DMRs that overlapped multiple features were assigned to a single feature according to following ranking: TSS > single exon transcripts > 3′ exon/untranslated region (UTR) > internal exon > intron. The expected distribution was defined as the union of each feature category genome-wide, subtracting overlapping features of higher rank (1,006 Mb). **(C)** Counts of E14.5 liver Rlf-DMRs enriched for the histone marks H3K4me1, H3K4me3 and H3K27ac in E14.5 liver (obtained from ENCODE) **(D)** Heat plots showing DNA methylation and H3K4me3 levels surrounding E14.5 liver Rlf-DMRs. **(E)** Plot showing position of E14.5 liver Rlf-DMRs relative to CpG Islands for Rlf-DMRs located within 5 kb of a CpG island. The data has been plotted around the centre of the CpG island and sorted according to the methylation level of the CpG island. **(F)** An example of region of DNA at a Rlf-DMR that has been shown to have enhancer properties in neural tube and forebrain of E11.5 embryos [9]. **(G)** Bisulphite PCR validation of the E14.5 liver Rlf-DMR located between *Smad3* and *Smad6*.

Of those Rlf-DMRs that overlapped with RefSeq transcripts, a large proportion, ~50%, were at exons (including the 3’UTR) (Figure 2B). This is significantly more than would be expected based on the proportion of genic sequence that is exonic (~10% of RefSeq transcripts). 

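By the central CpG of each region and the ranking of Figure 2B, the 1,327 regions on assembled chromosomes comprised 123 at a TSS, 12 at single exon transcripts, 84 at a 3′ exon or UTR, 98 at an internal exon, 325 in introns and 685 between genes. TSS and exon classes together made 317 of the 642 regions at genes, or 49.4%, against 9.66% of the genic sequence (981 Mb). With all GENCODE transcripts, a choice made after seeing the data, the share was 53.3%. A Rlf-DMR must hold more than 10 CpGs, and CpG-rich sequence is more often exonic. Random regions with as many CpGs and as wide lay at exons in 60.6% of genic cases, of which most were at a TSS. Random regions with as many CpGs and similar wild-type methylation lay at exons in 35.5% of genic cases. The latter were of any width up to 3 kb, so they can be less dense in CpGs than the Rlf-DMRs. Among genic regions not at a TSS, 194 of 519 Rlf-DMRs (37.4%) lay at an exon, against 34.1% of the random regions with as many CpGs and as wide (odds ratio 1.15, Fisher's exact test, two-sided p = 0.156) and 13.6% of those with as many CpGs and similar wild-type methylation (odds ratio 3.80, Fisher's exact test, two-sided p = 1.5e-32).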

Recent analysis of enhancer-specific ChIP-seq data has revealed that many exons act as enhancers, affecting transcription of either the gene in which they reside or a neighbouring gene [10]. Our results are consistent with this finding.

Using the ENCODE E14.5 liver dataset, we found that 287 of the 1,329 E14.5 liver Rlf-DMRs were enriched for H3K4me1 ChIP-seq reads (Figure 2C), confirming overlap with enhancers. Only 130 of the 1,329 Rlf-DMRs were enriched for H3K4me3, a modification more commonly associated with promoters. Many of the Rlf-DMRs with H3K4me1 peaks also had H3K27ac peaks, consistent with active enhancers (Figure 2C). Again, this is reminiscent of what has been reported for tsDMRs [5]. 

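Around the unmethylated CpG-dense stretches, methylation changes inside, in the 2 kb to either side and at 5 to 10 kb were compared in the E14.5 livers. Inside, methylation was 0.547% ± 0.00187 (SD, n = 2) in wild-type and 0.714% ± 0.0208 (SD, n = 2) in homozygous livers. In the shores it was 44.7% ± 0.809 and 46.9% ± 0.761, and at 5 to 10 kb 66.2% ± 1.74 and 68.1% ± 0.604 (SD, n = 2 each). The differences of 0.167, 2.15 and 1.84 points have a two-sided p of 0.33 by an exact permutation test, the smallest possible. A limit of 5% in place of 10% moved the difference inside most, to 0.0768 points. With 1 liver left out the differences were 0.152 to 0.182 points inside, 1.57 to 2.72 in the shores and 0.603 to 3.07 at 5 to 10 kb. CpGs in regions of Table S1 made up 0.0217 per 1000 CpGs inside, 5.12 per 1000 in the shores and 1.84 per 1000 at 5 to 10 kb. Of the regions of Table S1, 15.8% lay on a stretch or within 2 kb of one, against 27.7% of random regions with as many CpGs and similar wild-type methylation. Stretches were defined by a low level, which limits how much can change inside.
At the 338 stretches with a more methylated region of Table S1 within 5 kb, the difference was 0.775 points inside. It was 8.07 points up to 500 bp outside (17.0% to 25.1%) and 9.00 points at 500 to 1000 bp (34.3% to 43.3%). Farther out it was 6.83 points at 1 to 2 kb and 6.09 points at 2 to 5 kb. These stretches were chosen for a nearby region that gained methylation in the same livers. A rise outside them and a small change inside were thus built in and are not independent evidence.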

When a Rlf-DMR was associated with an unmethylated CpG island, the methylation change tends to occur at the boundaries, the CpG island shores (Figure 2D and E). It is important to emphasise that most of the E14.5 liver Rlf-DMRs, 973 of 1,329, were not enriched for any of these histone marks and might represent “vestigial” enhancers (see discussion below).

Some E14.5 Rlf-DMRs were found to overlap with DNA elements that have been tested for enhancer activity *in vivo* (VISTA database, [9]). In total 18 overlapped, of which 11 had been found to be positive for enhancer function. For example, a VISTA-validated intergenic Rlf-DMR that lies between *Smad3* and *Smad6* was shown to drive expression in neural tube at E11.5 (Figure 2F). 

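In the E14.5 livers, the region of Table S1 between Smad3 and Smad6 lies on chromosome 9 of mm9 from 63727496 to 63729423 (1928 bp), 71530 bp from Smad6. Smad3 (63494574 to 63605801) and Smad6 (63800953 to 63869866) are both on the minus strand. The region's depth was 38.9 to 44.3 reads per CpG. Methylation was 27.5% ± 0.521 (SD, n = 2) in wild-type and 55.1% ± 1.97 (SD, n = 2) in homozygous livers, a difference many times the spread between replicates.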

The differential methylation of this Rlf-DMR was validated in E14.5 liver tissue from *Rlf*^*+/+*^ and *Rlf*^*MommeD34/MommeD34*^, using bisulphite PCR sequencing (Figure 2G).

### Loss of Rlf results in a decrease in H3K4me1 at discrete regions across the genome

To ask whether loss of Rlf also affects chromatin marks at Rlf-DMRs, we performed ChIP-seq for H3K4me1. Chromatin was extracted from two wild-type and two *Rlf*^*MommeD28/MommeD28*^ E14.5 fetal livers. For each sample, 28–40 million reads were sequenced. We saw a good correlation between our wild-type datasets and those in ENCODE (data not shown). To enable characterisation of H3K4me1 occupancy at the GFP transgene, a subset of 1x10^7^ reads were selected from each dataset and mapped to a mouse genome containing the sequence of the GFP transgene as a separate chromosome. The GFP transgene showed reduced H3K4me1 read coverage in homozygous mutants, consistent with the observed increase in DNA methylation and decrease in expression (Figure 3A). Numerous changes in H3K4me1 occupancy at Rlf-DMRs were observed (Figure 3B). Of those Rlf-DMRs with H3K4me1 enrichment, the majority showed a decrease in H3K4me1 in the mutants, consistent with that expected from the DNA methylation change (Figure 3B).

**Figure 3:**
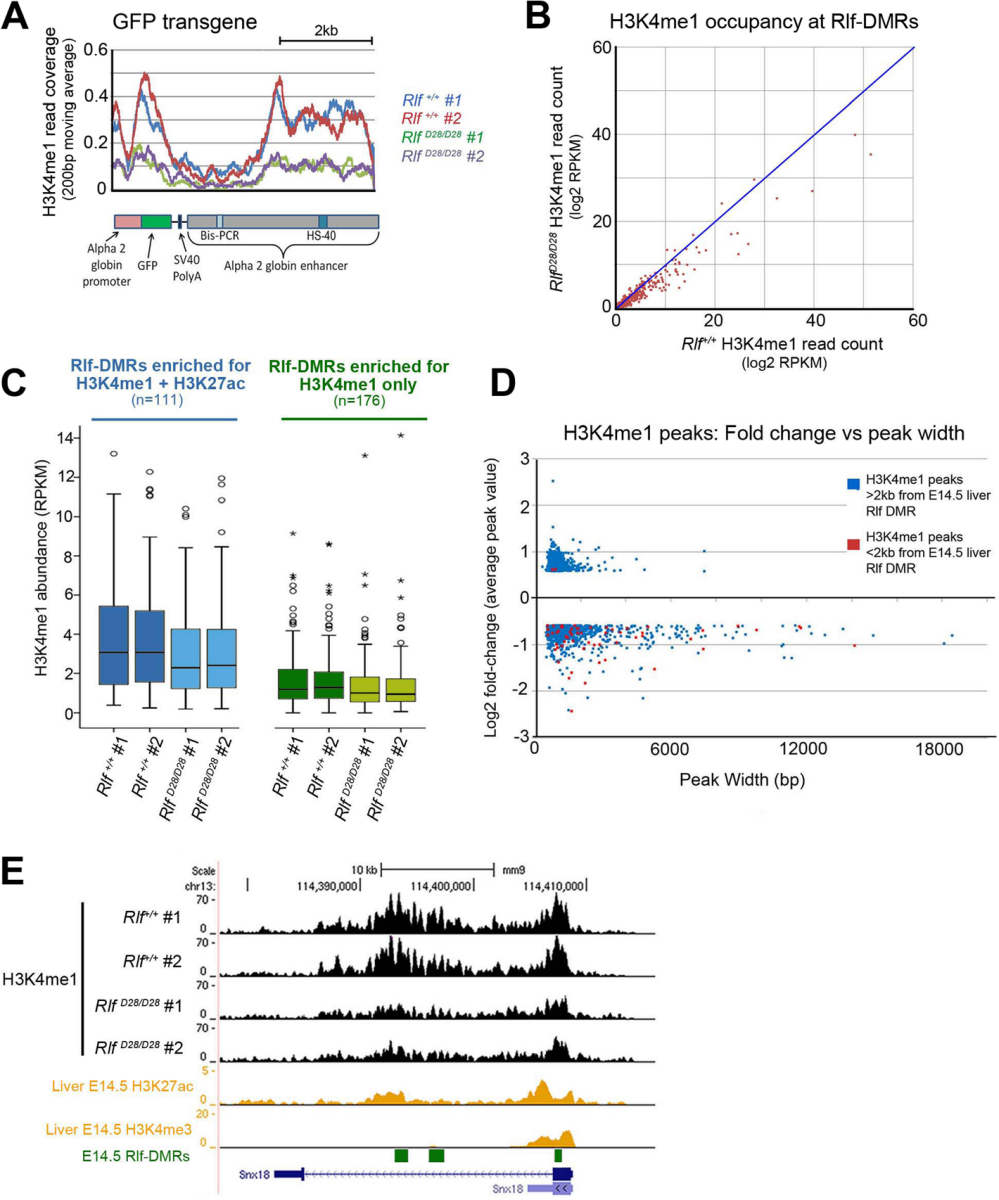
***Rlf*** **homozygous mutants show altered H3K4me1 occupancy across the genome. (A)** H3K4me1 occupancy at the GFP transgene in chromatin extracted E14.5 fetal livers of two *Rlf* ^*+/+*^ and two *Rlf* ^*MommeD28/MommeD28*^ mice. **(B)** Scatter plot showing H3K4me1 occupancy at E14.5 liver Rlf-DMRs **(C)** A box-whisker plot showing H3K4me1 abundance in *Rlf* ^*+/+*^ and *Rlf* ^*MommeD28/MommeD28*^ mice at loci overlapping either putative active or poised regulatory regions in the E14.5 liver (marked by H3K4me1 and H3K27ac or H3K4me1 only, respectively). In both cases RPKM values for the homozygous replicates are significantly different from the wild-type replicates (Mann–Whitney U test: *p* < 1×10^−8^). **(D)** Scatter plot showing fold change of peaks with >50% alteration in H3K4me1 occupancy. Red and blue dots represent peaks either within 2 kb of a Rlf-DMR or further from a Rlf-DMR, respectively. **(E)** Screen shot showing a representative region with reduced H3K4me1 occupancy in *Rlf* ^*MommeD28/MommeD28*^ mutants samples compared to *Rlf* ^*+/+*^ mice. The position of three E14.5 liver Rlf-DMRs are represented by green boxes.

Whilst H3K4me1 marks active and poised enhancers, H3K27ac marks active enhancers and promoters [11]. To assess whether loss of Rlf specifically affects active enhancers, we divided Rlf-DMRs into two groups; those with greater than two-fold enrichment of H3K4me1 and H3K27ac and those with only the former (Figure 3C). The box–whisker plots show that in both groups H3K4me1 occupancy was significantly reduced in homozygous mutants compared to wild-types (Figure 3C). This finding suggests that at Rlf-DMRs, loss of Rlf affected H3K4me1 occupancy at both active and poised enhancers.

We were keen to see if H3K4me1 occupancy was affected at other sites in the genome. H3K4me1 peaks were identified and after combining peaks from each of the four datasets, a total of 38,689 were obtained (Additional file 4: Table S2). Analyses of H3K4me1 occupancy at these peaks revealed numerous changes in Rlf mutants compared to wild-types. Using a fold-change cut-off of 50%, 686 sites were found with increased occupancy and 856 with reduced occupancy. The majority of altered sites showed modest fold changes. Only a small subset of sites that showed H3K4me1 changes had a Rlf-DMR within 2 kb (Figure 3D; blue vs red dots). The majority of the latter were decreased, as expected. This means that many of the sites with decreased H3K4me1 occupancy did not have a Rlf-DMR within 2 kb. The width of peaks with altered H3K4me1 were generally larger than the width of Rlf-DMRs, consistent with data from others on the width of H3K4me1 peaks at and around enhancers (Figure 1C & Figure 3D) [5]. Figure 3E shows a representative screen shot of one of the regions in which H3K4me1 occupancy was found to be reduced in *Rlf* homozygous mutants.

Our results suggest that in at least some settings loss of Rlf was sufficient to induce a histone change in the absence of a DNA methylation change.

### Rlf-DMRs exist across a range of tissues and developmental stages

Data from the ENCODE E14.5 liver showed that the majority of the E14.5 liver Rlf-DMRs (973 of the 1,329) were not enriched for H3K4me1, H3K27ac or H3K4me3, raising the possibility that many Rlf-DMRs might be active enhancers in another tissue or at a different stage of development. Indeed, others have noted differentially methylated regions of the adult genome that are not active enhancers but are likely to have been at an earlier stage in development, termed “vestigial” [5]. To test this idea, ENCODE’s H3K4me1 reads in E14.5 brain and heart were interrogated and an additional 478 E14.5 liver Rlf-DMRs were found to be enriched for H3K4me1 in one or other of these tissues (Figure 4A). This suggests that many, if not all, of the Rlf-DMRs without active histone marks in E14.5 liver were active as enhancers in other tissues.

**Figure 4:**
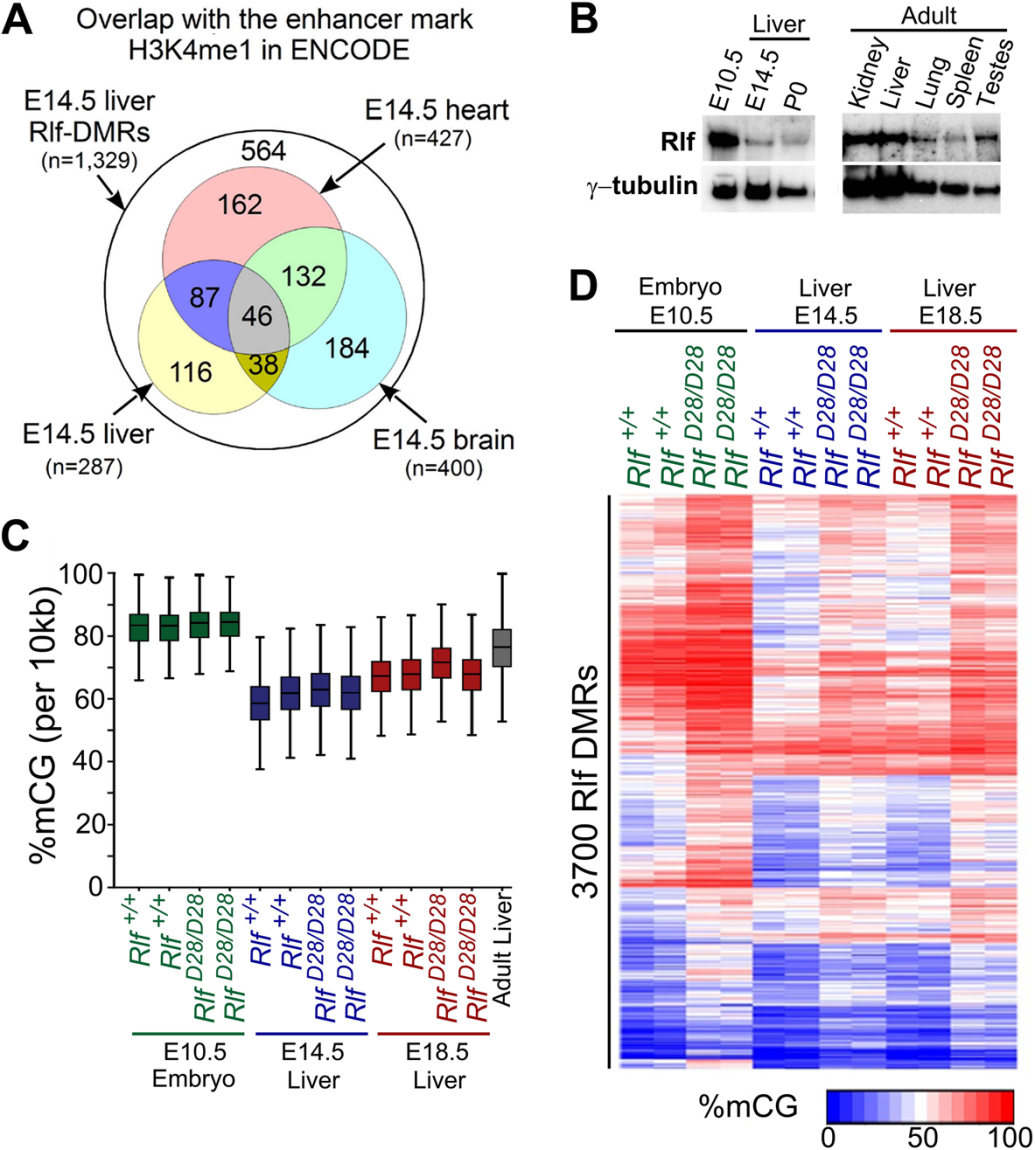
**Rlf-DMRs occur across a range of tissues and developmental stages. (A)** Overlap with the enhancer mark H3k4me1 in ENCODE E14.5 liver, heart and brain tissues. ChIP-seq enrichment was defined as elements with ChIP-seq RPKM greater than two-fold enriched over input RPKM for both replicates. **(B)** Representative Western blot showing Rlf protein expression in lysates prepared from fetal and adult wild-type mouse tissues. γ-tubulin was used as a loading control. **(C)** Box plots of percent mCG calculated from non-overlapping 10 kb bins for each whole genome bisulphite sequencing dataset used for this study. Additionally, the percent mCG distribution for adult liver (accession: GSM1051157); [5], obtained from the Gene Expression Omnibus [12], is included. The edges of the box-plot represent the 25th and 75th percentiles, the central bars indicate medians and whiskers indicate non-outlier extremes. **(D)** Hierarchical clustering showing methylation levels in E10.5 embryo, E14.5 liver and E18.5 liver for sites identified as Rlf-DMRs in E14.5 liver. Each row represents a Rlf-DMR and each data point represents the weighted average of the percent mCG for the Rlf-DMR in that sample.

Western blot analysis showed that Rlf is expressed in many adult, fetal and embryonic tissues (Figure 4B and data not shown). Based on this finding, we repeated the whole-genome bisulphite sequencing at both an earlier stage (E10.5 whole embryo) and a later stage (E18.5 liver). 

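The E10.5 whole embryos and E18.5 livers were sequenced, aligned and counted by the authors as for E14.5 liver, with 2 wild-type and 2 homozygous samples at each stage. All E10.5 embryos are labelled male and all E18.5 livers female, and the depth of chromosomes X and Y matched. Reads over CpGs numbered 319,866,478 to 363,002,202 in the E10.5 embryos, with a median of 339,610,000, and 346,349,747 to 357,281,665 in the E18.5 livers, with a median of 354,527,000. The unconverted percent of lambda was 0.0433 to 0.0775 over these 8 libraries. Tissue, stage and sex differ together, so a difference between the datasets cannot be assigned to one of them. Permuting the genotypes within the E10.5 and the E18.5 samples gives 36 arrangements, and the smallest two-sided p of that exact test is 0.0556.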

We used E18.5 liver because it has a different cell type make-up from E14.5 liver and the cell type ratios are known. At E14.5, the liver is the major haematopoietic organ, with 56% of cells being Ly76^+^ (erythroblasts) and 23% being Krt8^+^ Acta2^−^ epithelial cells (hepatoblasts). By E18.5, erythroblasts represent only 7% of the total cells and hepatoblasts become the dominant cell type, making up 82% of the total cell population [13]. 

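The depth was 15.0 to 17.0 reads per reference CpG in the E10.5 embryos (mean 16.0) and 16.2 to 16.7 in the E18.5 livers (mean 16.5). Between 69.2% and 75.0% of CpGs were covered by more than 5 reads at E10.5, and between 75.8% and 79.9% at E18.5.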

We collected two wild-type and two homozygous samples in each case and sequenced to 15 fold depth. In order to make comparisons between these datasets and our previous datasets (E14.5 liver), we carried out subsampling to equalise the depth of reads across all three (see Methods). 

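E14.5 counts were thinned binomially with a fixed seed, keeping a share of 0.488 to 0.551 of the reads of each liver, to between 346,835,756 and 346,852,870 reads over CpGs. In 10,000 random tiles of 1 kb, methylation before and after thinning correlated with r = 0.989 to 0.991 across tiles in each liver. The median change of a tile was 1.36 to 1.48 points, and 3.63% to 5.21% of the tiles moved by over 5 points.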

Interrogation of a random selection of 1 kb fragments across the genome confirmed that subsampling had little effect on the weighted average of methylation in these regions (Additional file 5: Figure S3). 

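Methylation was averaged in non-overlapping bins of 10 kb, and the median bin was taken for each sample. It was 83.5% ± 0.0310 (SD, n = 2) in wild-type and 84.5% ± 0.230 (SD, n = 2) in homozygous E10.5 embryos. In E14.5 livers it was 60.3% ± 2.21 and 62.6% ± 0.862, and in E18.5 livers 67.5% ± 0.422 and 69.7% ± 2.84 (SD, n = 2 each). The differences of 1.00, 2.24 and 2.15 points had two-sided p of 0.33, 0.33 and 0.67 by exact permutation tests, which at this size cannot go below 0.33. Over the 3 datasets together the mutants were 1.80 points higher (exact permutation of genotype within dataset, 216 arrangements, two-sided p = 0.0278). The alternatives that moved this most left out homozygous replicate 1 or 2 of E18.5 liver, which gave 1.13 and 2.47 points. Leaving out any of 5 of the 12 samples took p above 0.05, to at most 0.148.

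**Figure D3:**
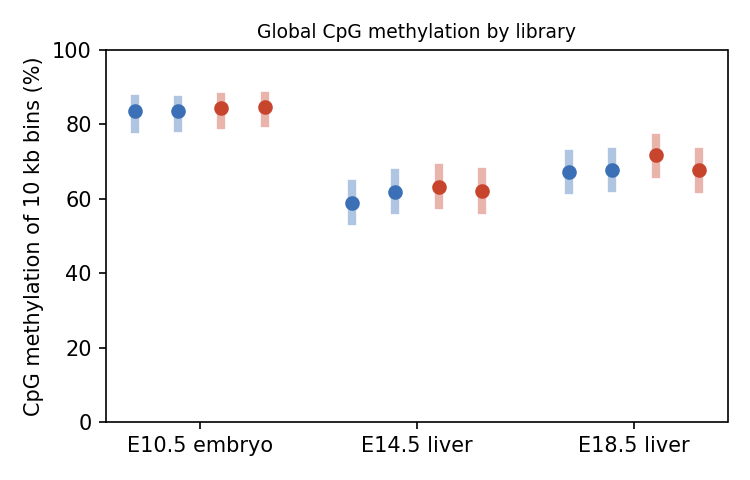
Median CpG methylation of 10 kb bins (%) for each of the 12 samples, as points, with the lower to upper quartile of the bins as bars (blue, wild-type; red, homozygous mutant). The datasets lie farther apart than the genotypes, from medians near 84.5% at E10.5 to near 60.3% at E14.5.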

The global CpG methylation level, shown as CpG methylation levels averaged across 10 kb windows, differed across the three tissue types but in each case the overall level was unaffected by lack of Rlf (Figure 4C).

A total of 1,199 Rlf-DMRs were identified from the E14.5 liver dataset (Additional file 6: Table S3). 

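With the settings for the 3 datasets (smoothing over at least 50 CpGs and 500 bp to either side, CpGs with at least 6 reads in all 12 samples, at least 8 CpGs and a difference above 15 points), 12,724,648 CpGs could be used. The thinned E14.5 livers gave 879 regions, 858 more methylated in the mutants, and 655 without thinning. Of the 1,199 regions of Table S3 for this tissue, 580 overlapped 1 of the 879. Among the settings, requiring over 20 points moved the count most, to 170. With 1 liver left out it was 1,095 to 2,206, with 2,206 without wild-type replicate 2 and 1,682 without homozygous replicate 2. The quantiles of the t statistic used for these settings are not named in the paper's text, and 0.01 and 0.99 were used here as for E14.5 liver.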

The discrepancy between this figure and the 1,329 previously identified is due to the subsampling and slightly altered parameters used (see Methods). Additionally, 2,206 were called from the E10.5 whole embryo dataset and 1,514 from the E18.5 liver dataset (Additional file 6: Table S3), resulting in a total of 4,919 Rlf-DMRs across all three datasets.

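The same settings gave 2,285 regions in the E10.5 embryos, 2,269 of them more methylated in the mutants, and 1,538 in the E18.5 livers, 1,503 of them more methylated. The sum over the 3 datasets was 4,702. Other groupings of the samples into 2 and 2 gave 66 and 38 regions at E10.5, and 67 and 81 at E18.5. They mix the genotypes on each side, which adds to the spread there and can lower these counts. Of the 1,514 regions of Table S3 for E18.5 liver, 1,187 overlapped a region called here. The table's E10.5 part was held only in part and was not compared. Without wild-type replicate 2 the E10.5 count was 3,949. At E18.5 it was 2,433 without wild-type replicate 1, 2,487 without wild-type replicate 2 and 3,544 without homozygous replicate 2. By edgeR's quasi-likelihood test, 918 of 689,415 tiles of 1 kb were called at E18.5 (898 more methylated in the mutants), but only 168 without wild-type replicate 1, 122 without wild-type replicate 2, and 6,392 without homozygous replicate 2.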

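Merging the regions called here in the 3 datasets wherever they overlapped left 3,557, all with at least 8 CpGs covered by at least 6 reads in the 12 samples.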

After merging overlaps, 3,700 remained as unique coordinates. 

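Of the regions called here, 691 of those at E10.5, 529 of those at E14.5 and 758 of those at E18.5 overlapped a region called in another dataset. The mutant mean was above the wild-type mean in all 3 datasets at 3,144 of the 3,557 merged regions. A value at 1 dataset's own regions is not independent of the call.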

Many were shared and, as expected, the majority were more methylated in the mutants. 

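The regions of Table S1 were measured in the E10.5 embryos and E18.5 livers, which did not take part in choosing them. In the E18.5 livers they went from 43.3% ± 0.883 to 58.0% ± 1.80 (SD, n = 2 each), a difference of 14.7 points. Random regions with as many CpGs and similar wild-type methylation changed by 3.00 points. In the E10.5 embryos they went from 52.8% ± 3.18 to 66.4% ± 0.455 (SD, n = 2 each), a difference of 13.5 points against 3.36 at random regions. Over both datasets the difference was 14.1 points (exact permutation of genotype within dataset, two-sided p = 0.0556, the smallest possible). The alternative that moved these most left out 1 embryo, which gave 11.3 to 15.8 points at E10.5. The regions that are less methylated in mutant E14.5 livers changed by -6.31 points at E18.5 (random regions 3.06) and by -5.08 points at E10.5 (random regions 3.19).
At the 2,199 merged liver regions of Table S3 with at least 8 covered CpGs, 2,131 (96.9%) had the same sign of difference at E14.5 and E18.5, with medians of 12.3 and 16.1 points. The differences correlated with r = 0.399 across regions, which are not independent replicates. A test of the interaction of genotype and stage (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) called 0 of the 2,199 regions at an adjusted p under 0.05, with 339 at an unadjusted p under 0.05, and no other tool was run. With replicate number as a block, which also parts the sexes in E14.5 liver, the test called 18, 9 of them with opposite signs at the stages.

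**Figure D4:**
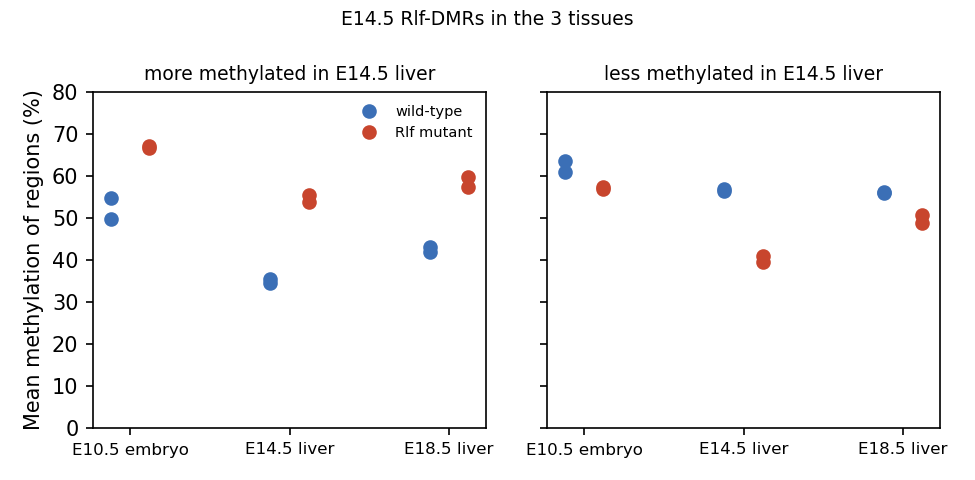
Mean methylation (%) of the regions of Table S1 in each of the 12 samples, at left for the regions more methylated and at right for those less methylated in mutant E14.5 livers (1 point per sample; blue, wild-type; red, homozygous mutant). Homozygous samples lie above the wild types at left and below them at right in each of the 3 datasets.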

From the heat-plot it is evident that the Rlf-DMRs showed surprisingly similar patterns of methylation change in the two liver datasets, despite quite different cell type populations (Figure 4D).

We then asked how many of these 3,700 were differentially methylated in one or two but not all of the three datasets. 

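At the 3,557 merged regions called here, 1,173 had a mutant to wild-type difference above 15 points in 1 or 2 datasets and a difference below 5 points in at least 1. Counting every region with a difference below 5 points in at least 1 dataset gave 1,422. The difference was below 5 points at 437 regions in E10.5 embryo, at 838 in E14.5 liver and at 624 in E18.5 liver, while 226 regions had over 15 points in all 3. With 2 samples per genotype a difference below 5 points is not a test that none exists. From such small differences the paper proposes that these regions were not Rlf-DMRs in that tissue.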

986 were found to have a smaller than 5% methylation difference in at least one tissue, suggesting that they were not Rlf-DMRs in that tissue (Additional file 7: Figure S4).

Because of the large change in cell type between the E14.5 liver and E18.5 liver, we were interested to see how many Rlf-DMRs were different across these two datasets. 

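Of the 2,199 merged liver regions, 27 had a difference above 15 points at E14.5 and below 5 at E18.5, and 136 the reverse, 163 in all. Setting the coverage minimum at 10 reads moved the number most among the settings, to 115, and leaving out 1 liver gave 128 to 208. At both stages 421 regions had a difference above 15 points.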

We found only 200 Rlf-DMRs that were called in one but not the other (Additional file 8: Figure S5).

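Of the merged regions called here, 294 were called in all 3 datasets, 539 in 2 of them and 2,724 in 1. The differences correlated across the merged regions with r = 0.548 between the liver stages, 0.149 between E10.5 embryo and E14.5 liver, and 0.0257 between E10.5 embryo and E18.5 liver. Each merged region was called for its difference in at least 1 of the datasets compared, which affects these values. At the more methylated regions of Table S1, which were chosen on E14.5 liver alone, r was 0.520 between E10.5 embryo and E18.5 liver.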

In summary, Rlf-DMRs were identified in all tissues/stages tested and a subset was unique to each dataset.

Gene ontology analysis of the genes closest to the 3,700 Rlf-DMRs failed to identify any specific class of gene except for an enrichment for genes encoding transcription factors (data not shown). Because Rlf-DMRs were found at regulatory elements, we searched for enriched consensus DNA binding motifs at Rlf-DMRs. No motifs were found to be significantly enriched over background (data not shown).

### Rlf interacts with chromatin-associated proteins involved in transcription and replication and binds DNA *in vitro*

Given that Rlf was found to be required for normal DNA methylation status at regulatory elements throughout the genome, we were interested to find protein partners. Co-immunoprecipitation (co-IP) experiments were performed. Human HEK293T cells expressing either a Flag-tagged RLF cDNA (RLF-Flag) or an empty vector control (EV) were generated via transient transfection. Anti-Flag conjugated magnetic beads were used to co-IP tagged RLF from nuclear lysates. Eluted proteins were identified by mass spectrometry. Three biological replicates were used in each case and the data were analysed using Scaffold (see Methods). Interactions were considered significant if they showed at least a 5-fold enrichment in RLF-Flag samples compared to EV samples. A complete list of binding partners is shown in Figure 5A and the number of peptides detected in each biological sample is shown in Additional file 9: Table S4. Many of the identified proteins have established roles in transcription and chromatin modification, or in replication and DNA repair, as indicated (Figure 4A). A subset of the binding partners was tested using Western blot analysis of independent samples (Figure 5B). All that were tested in this way, validated.

**Figure 5:**
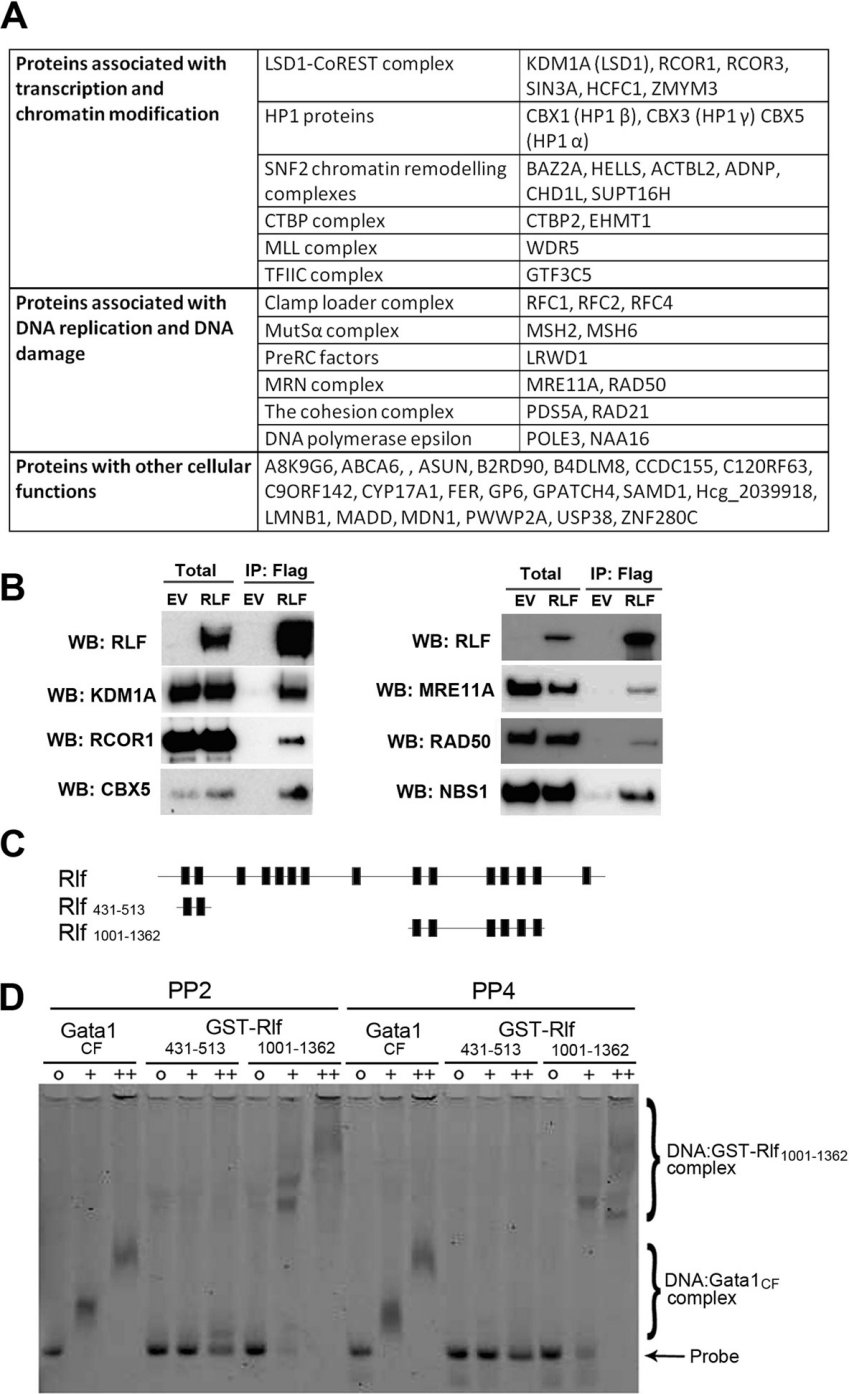
**Rlf interacts with DNA and with proteins associated with transcription, chromatin modification and DNA replication and/or repair. (A)** Summary of RLF interacting proteins determined by co-IP and mass spectrometry of HEK293T cells expressing RLF-Flag or an EV control (for details, see Additional file 9: Table S4). Proteins are grouped into categories and complexes based on previously reported functions. Three independent biological replicates were analysed per condition. Proteins classified as interacting partners were significantly enriched in RLF-Flag samples, *p* < 0.05, and are supported by at least five peptides. **(B)** Western blots showing co-IP of endogenous KDM1A, RCOR1, CBX5, MRE11A, RAD50 and NBS1 with exogenous RLF-Flag in transiently transfected HEK239T cells. Input represents 1% of the nuclear extract used for immunoprecipitation. Representative Westerns from at least three independent experiments are shown. **(C)** Schematic representation of mouse Rlf showing putative zinc finger domains. GST-fusion proteins used in EMSA experiments, Rlf_431–513_ and Rlf_1001–1362_, are also presented. **(D)** EMSA analysis testing the capability of GST-RLF fusions, Rlf_431–513_ and Rlf_1001–1362_, to bind to FAM labeled oligonucleotide probes, PP2 (lanes 4–9) or PP4 (lanes 13–18). Gata1_CF_, which is known to interact with DNA, was used as a positive control (lanes 1–3 and 10–12).

To test whether Rlf has the capacity to bind DNA, we performed electrophoretic mobility shift assays (EMSAs) using two non-overlapping sub-fragments of Rlf, Rlf_431–513_ and Rlf_1001–1362_, that contain two and six zinc fingers, respectively (Figure 5C & D). Recombinant GST-fusion Rlf protein fragments were purified from *E. coli* and incubated with Fluorescein amidite (FAM)-labelled oligonucleotide probes, called pentaprobes, which have been used previously to test DNA binding [14]. A protein fragment containing the C-terminal zinc finger of Gata1, which is known to bind DNA, was included as a positive control. Incubation with either Rlf_1001–1362_ or Gata1_CF_ resulted in a shift in the migration pattern of both probes. No shift was detected with Rlf_431–513_ fragment (Figure 5D). The results suggest that Rlf binds DNA directly, but not all zinc fingers in Rlf mediate DNA interactions.

### Loss of Rlf affects mRNA levels of some genes in E14.5 fetal liver

To address whether the absence of Rlf influenced transcription, we conducted RNA-seq on polyadenylated RNA from E14.5 fetal liver of wild-type and *Rlf* homozygous mutants. 

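RNA-seq counts the reads that fall on each gene. Polyadenylated RNA of 3 wild-type and 3 homozygous E14.5 livers was sequenced with single-end reads, which the authors aligned to mm9 with Tophat and counted on Ensembl genes with htseq-count, ignoring strand. The deposited values are raw counts per gene, without normalization. Libraries held 13,438,331, 14,621,004 and 14,338,172 counts in the wild-type and 12,928,313, 13,932,504 and 14,275,507 counts in the homozygous livers. Of the 37,991 genes listed, 14,183 passed the filter on low counts, and edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment was applied to them. Because strand was ignored, reads of overlapping genes on either strand are not told apart.
Rlf (ENSMUSG00000049878, chromosome 4, 120817978 to 120887689) was at 70.4 ± 1.73 CPM (counts scaled to library size) in wild-type and 74.6 ± 6.28 in homozygous livers (SD, n = 3 each), a log2 fold change of 0.08 (standard error 0.07, adjusted p = 0.646 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The level of the Rlf transcript therefore does not tell the genotypes apart and does not check the labels.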

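At an adjusted p of 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), 197 of 14,183 genes were called, and 2,071 had an unadjusted p under 0.05. All homozygous livers lay on 1 side of all wild-type livers at 2,885 (20.3%) of the tested genes, where chance gives 10%, and at each of the 197, which were chosen by a test that favours separate groups. Among the settings, omitting the filter on low counts moved the number most, to 532. With replicate number as a block it was 460, and with DESeq2 256, of which 181 were shared. With 1 liver left out it was 94 without wild-type replicate 1, 224 without wild-type replicate 2 and 105 without wild-type replicate 3. It was 66 without homozygous replicate 1, 115 without homozygous replicate 2 and 105 without homozygous replicate 3. Of the 10 ways to part the livers into 3 and 3, the genotypes gave the most calls, and no other gave more than 1. The other ways mix the genotypes on each side, which adds to the spread there and can lower their calls. Of the 155 genes of Table S5 (held in part, but with all genes under this threshold) with an adjusted p under 0.05 by the paper's own test, 153 were tested here and 141 were called, all in the same direction.
Hpd (ENSMUSG00000029445, chromosome 5, 123621816 to 123632734) went from 36.2 ± 11.0 to 0.389 ± 0.101 CPM (SD, n = 3 each), a log2 fold change of -6.50 (standard error 0.32, adjusted p = 7.5e-07 from the same edgeR test). The lincRNA Gm17627 overlaps it on the same strand. Upb1 (ENSMUSG00000033427, chromosome 10) went from 36.4 ± 3.67 to 9.91 ± 0.840 (log2 fold change -1.88, adjusted p = 2.7e-06 from edgeR), and Mgam (ENSMUSG00000068587, chromosome 6) from 3.83 ± 0.0832 to 13.4 ± 0.985 (log2 fold change 1.80, adjusted p = 2.4e-05 from edgeR). Among the other genes the paper names, log2 fold changes were -2.25 for Prss50, -1.92 for Atp2b2, 1.70 for Myo5c, 1.00 for Aldh1a7 and 0.83 for Vldlr. The largest called changes by the rule for named genes also included Gm14412 (2.76), Igfbp1 (1.76), Nupr1 (1.51), Mc2r (-2.32) and 1700006J14Rik (-2.19). Adjusted p of these 10 genes was 1.9e-04 to 0.0400 by edgeR. Of the 8 genes the paper names, 8 were called over all genes tested and 8 when adjusted over the list alone, which is not independent evidence as the study chose them on these livers. With 1 liver left out in turn, Vldlr lost its call in 4 of 6 cases, Nupr1 in 5, Igfbp1 and Mc2r in 3 each, and Myo5c in 1. Reads of Atp2b2, Upb1 and 1700006J14Rik are uncertain, since antisense genes overlap them, as are those of Aldh1a7 and Gm14412, which have close paralogs.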

A relatively small number of significant changes were detected, using an adjusted *p*-value <0.05 (Figure 6A, red circles and green, blue and purple triangles, and Additional file 10: Table S5). 

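Of the 197 called genes, 99 were higher and 98 lower in the mutants. With DESeq2 111 of 256 were lower. With replicate number as a block 263 were higher and 197 lower, and with sex as a covariate 113 and 95.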

A similar number of up and down-regulated genes were observed relative to wild-type controls. We asked if these differentially expressed genes were proximal to either a Rlf-DMR (green triangle) or a site with reduced H3K4me1 occupancy (purple triangle) or both (blue triangle) in the mutant. These were identified and were found to preferentially partition to the genes with reduced expression in the mutants, consistent with an association with transcription. Most of those with a greater than 1.5-fold change showed reduced expression in the mutants (Figure 6B).

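Of the called genes, 30 of 197 (15.2%) had a region of Table S1 within 50 kb of the TSS, against 1,264 of 14,162 tested genes with a position (8.93%; odds ratio 1.85, Fisher's exact test, two-sided p = 0.0035). Among called genes these were 20 of the 98 lower (20.4%) and 10 of the 99 higher in the mutants (10.1%), with an odds ratio of 2.27 (Fisher's exact test, two-sided p = 0.0492). Within 10 kb the difference in direction had an odds ratio of 3.22 and no longer passed 0.05 (Fisher's exact test, two-sided p = 0.0817). With replicate number as a block, a choice made after seeing the data, it was 3.78 at 10 kb and passed (Fisher's exact test, two-sided p = 0.00667). At 50 kb the block gave 1.95 (Fisher's exact test, two-sided p = 0.0193). With DESeq2's calls it was 2.05 at 50 kb (Fisher's exact test, two-sided p = 0.0423) and 4.65 at 10 kb, a pair of choices made after seeing the data (13 of 111 lower and 4 of the higher genes near a region, Fisher's exact test, two-sided p = 0.0052). Prss50 had 1 more methylated region within 50 kb and 1700006J14Rik had 2, while Hpd, Atp2b2 and Upb1 had none. Neighbouring genes share regions and are not independent. H3K4me1 was not analysed here, so only the Rlf-DMR part of the comparison is covered. From the partition towards genes with lower expression, the paper proposes an association with transcription.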

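Of the 197 called genes, 118 changed by at least 1.5-fold, 41 higher and 77 lower in the mutants. DESeq2 gave 46 and 74, no filter on low counts 96 and 135, and replicate number as a block 74 and 110. The lower genes outnumbered the higher ones in 5 of the 6 cases with 1 liver left out. Without homozygous replicate 3, 43 were higher and 39 lower. The number was 78 in all without wild-type replicate 1, 56 without homozygous replicate 1 and 77 without homozygous replicate 2.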

**Figure 6:**
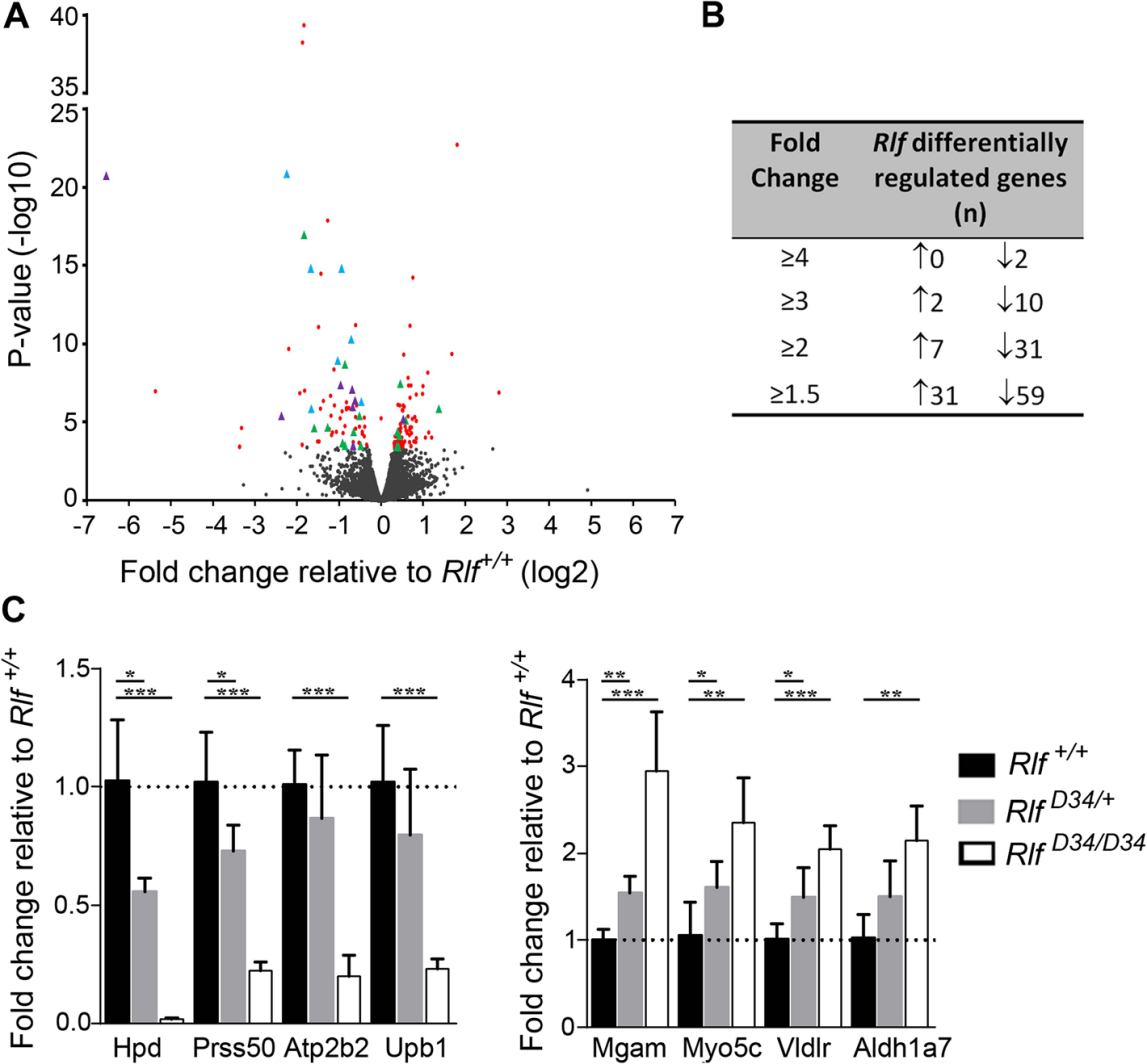
**Loss of Rlf influences transcription in the fetal liver and is associated with alterations in epigenetic state. (A)** Volcano plot depicting the results of RNA-seq analysis of RNA from E14.5 livers of *Rlf* ^*+/+*^and *Rlf* ^*MommeD28/MommeD28*^ mice. Three independent biological replicates were analysed per genotype. Significantly differentially expressed genes are presented as red, blue, green or purple data points, *p* < 0.05. Genes that have either a Rlf-DMR or a Rlf-dependent change in H3K4me1 occupancy within 50 kb of their TSS are highlighted by green and purple triangles, respectively. Blue triangles highlight genes with a change in both DNA methylation and H3K4me1 occupancy. Black data points represent genes whose expression was not significantly altered by loss of *Rlf.* **(** ***B*** **)** Table showing the number of genes significantly differentially expressed in *Rlf* ^*MommD28/MommeD28*^ E14.5 livers relative to *Rlf* ^*+/+*^ controls at various fold-change cut-offs (*p* < 0.05). ↑ and ↓ indicates increased or reduced expression, respectively, in *Rlf* ^*MommeD28/MommeD28*^ homozygotes. **(C)** Quantitative real-time RT-PCR analysis of putative Rlf-regulated genes identified via RNA-seq. Analyses used RNA extracted from E14.5 fetal livers of wild-type mice and an independent null *Rlf* mutant mouse line*, MommeD34,* see Introduction*.* Mean ± SEM is present for at least six individuals per genotype. Statistical significance was determined via a t-test *p < 0.05, **p < 0.005.

Ingenuity pathway analysis of significantly differentially expressed genes (*p* < 0.05) showed an over-representation of genes involved in the following networks: Cardiovascular System Development and Function, Organismal Development, Tissue Development (*p* score = 52); Cancer, Cellular Development, Cellular Growth and Proliferation (*p* score = 30); and Lipid Metabolism, Small Molecule Biochemistry, Nucleic Acid Metabolism (*p* score = 19). Real-time RT-PCR using RNA from an independent *Rlf* mutant mouse line, *Rlf*^*MommeD34/MommeD34*^, was used to validate RNA-seq findings for four up-regulated and four down-regulated genes (Figure 6C). In several cases, heterozygosity for the *Rlf* mutant allele also resulted in significant changes in gene expression (Figure 6C), suggesting that dosage of Rlf might be critical in some contexts.

Taken together with our earlier findings, this data supports a role for Rlf in transcription.

## Discussion

Cytosine methylation has a fundamental role in differentiation and development in mammals but the mechanism is unclear. Three recent studies of differential methylation in mice and humans found hundreds of thousands of regions that were differentially methylated across different tissues, called ts-DMRs [4,5,7]. Many of these differentially methylated regions overlapped with transcription factor binding sites and with histone marks associated with active enhancers (H3K4me1 and H3K27ac). Here we report that the recently identified epigenetic modifier, Rlf, is involved in the process of establishing and/or maintaining low levels of DNA methylation at a subset of these *cis*-regulatory elements. The enhancers involved are not specific to one or a few cell types nor can they be assigned to genes of one of a few functional categories. Our studies, carried out in only three different tissues/stages in development have revealed 3,700 unique locations but studies in additional cell types are likely to reveal many more.

One of the interesting observations made in the studies identifying ts-DMRs was that many lacked the H3K4me1 and H3K27ac marks associated with active or poised enhancers, even in the tissues in which the locus was hypomethylated, raising the possibility that the regions had been active early in development, had become inactive but remained hypomethylated. The term “vestigial enhancer” was used to describe this class [5]. Our results show that Rlf is also involved in the maintenance of hypomethylation at such sites.

Independent studies have shown that most tissue-specific differential methylation occurs at CpG island shores [15] and others have speculated that the methylation of these sites will turn out to be transcription factor dependent [16]. Our findings support this model, with the absence of Rlf resulting in increased DNA methylation at CpG island shores.

Mice null for *Rlf* weigh noticeably less at late gestation and die shortly after birth [1]. Here we report widespread effects on DNA methylation that are observed as early as mid-gestation (E10.5). 

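In the E10.5 embryos, 2,212 of 608,846 tiles of 1 kb were called by edgeR's quasi-likelihood test with a difference above 15 points, 2,195 of them more methylated in the mutants, and 65,508 had an unadjusted p under 0.05. The count was 892 without wild-type replicate 1 and 3,541 without wild-type replicate 2. Grouping the embryos in either other way gave 0 calls by the same edgeR test, with 19,244 and 15,382 tiles at an unadjusted p under 0.05. Both ways mix the genotypes on each side, which adds to the spread there and can lower the calls. The transgene was 8.55% ± 1.64 methylated in wild-type and 21.7% ± 1.34 in homozygous embryos (SD, n = 2 each).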

RNA-seq on E14.5 embryonic livers reveals that a number of genes were affected by the absence of Rlf, although these effects are relatively subtle. The majority of these genes are down regulated in homozygous *Rlf* mutants. Many of these changes are associated with the expected chromatin modifications i.e. increased DNA methylation and decreased H3K4me1. 

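Lower expression in the mutants held for 49.7% of the called E14.5 liver genes. At a change of at least 2-fold, 12 genes were higher and 41 lower. The number lower at 2-fold was 22 to 40 with 1 library left out, 22 without homozygous replicate 1 or 3, and the number higher 7 to 16. With replicate number as a block 23 were higher and 51 lower, and without the filter on low counts 31 and 63. At 3-fold the numbers were 5 and 16, and at 4-fold 1 and 6. The share that was lower was 43.4% with DESeq2 and 42.8% with replicate number as a block. It ranged from 41.0% without homozygous replicate 3 to 62.8% without wild-type replicate 1. In all, 79 called genes changed by less than 1.5-fold.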

Taken together this suggests a role for Rlf in transcriptional activation. The relatively mild nature of the transcriptional changes observed might indicate that in some settings the loss of Rlf alone is not sufficient to alter transcription. Further study is required to uncover the precise mechanism through which Rlf influences gene expression.

Electrophoretic mobility shift assays indicate that Rlf can interact with DNA directly and it has been proposed that the binding of transcription factors, such as CTCF and REST, at transcriptional regulatory regions is sufficient for hypomethylation [6]. These binding events could act simply by preventing the binding of other factors such as DNA methyltransferases or by actively recruiting factors such as Tet enzymes. The co-immunoprecipitation studies support the idea that Rlf acts in concert with other proteins that have known roles in transcriptional regulation. The histone demethylase, KDM1A, which co-immunoprecipitated with RLF, is normally associated with transcriptional silencing. However, it has also been found in a complex with the androgen receptor and in this context it acts as an activator by demethylating H3K9me2 marks at transcriptional enhancers [17]. This mechanism would be consistent with the predominantly activating effect of Rlf on transcription.

Although ChIP-seq studies are likely to shed light on these possible mechanisms in terms of genome occupancy and co-occupancy, suitable antibodies for Rlf are not currently available. In the absence of ChIP-seq data for Rlf, we have used whole genome bisulphite sequencing, ChIP-seq for H3K4me1 and RNA-seq as tools to identify regions of the genome where the absence of Rlf has an effect, linking it to enhancers and transcriptional activation. We have also found that the global levels of CpG methylation are not changed by lack of Rlf, making indirect mechanisms e.g. via changes to DNA methyltransferase activity, an unlikely explanation for our findings.

Whereas proteins with closely spaced arrays of zinc fingers (such as Krϋppel zinc finger proteins) are relatively common in the genome and are well known as DNA-binding factors, proteins with widely-spaced zinc fingers, like Rlf, are less common and are poorly characterised. The significance of the wide spacing is unknown [18]. Interestingly, several other widely-spaced zinc finger proteins have been identified in association with epigenetic programming. For example, Su(var)3-7 was identified in the original *Drosophila* screen for modifiers of position effect variegation [19], and Wiz, was identified in our screen for modifiers of epigenetic reprogramming in mice [1]. Only a small number of additional widely-spaced zinc finger proteins have been described in the mouse, including the Rlf paralog Zfp292 [20] and Peg3 [21], both of which can bind DNA, and Zfp346 (Jaz) and Zmat3 (Wig-1), both of which can bind double-stranded RNA [22,23]. Despite being derived from the same ancestral gene, Rlf and Zfp292 have diverged considerably, including at the putative zinc fingers. Further studies will reveal how similar these proteins are in their functions.

## Conclusion

Overall our data show that Rlf has a prominent role in the modulation of epigenetic state at *cis*-acting regulatory regions across the genome. Future studies of this protein will reveal the mechanisms that underlie this process.

## Methods

### Mouse lines

*MommeD28* and *MommeD34* mouse lines were produced in an ENU mutagenesis screen for epigenetic modifiers and have been described previously [1]. The ENU screen was carried out in *Line3* FVB/NJ mice carrying a multi-copy GFP transgene under the control of the human alpha-globin promoter and the HS-40 enhancer. All mice used in this study were homozygous for the GFP transgene array. ENU mutant lines have been maintained as inbred colonies by backcrossing to unmutagenised *Line3* mice for at least ten generations. All procedures were carried out with approval from the Animal Ethics Committee of the QIMR Berghofer Medical Research Institute.

### DNA and RNA extraction

Embryonic tissues were obtained from natural timed-matings of heterozygous individuals, with the presence of a post-coital plug defined as E0.5. Pregnant dams were euthanised via cervical dislocation at the required time point. Whole embryos (E10.5) or fetal livers (E14.5 & E18.5) were removed and homogenised in RLT Plus Buffer (Qiagen, Doncaster, VIC, Australia) using a syringe and needle. Genomic DNA and total RNA were prepared using an AllPrep DNA/RNA Mini Kit according to manufacturers’ instructions (Qiagen, Doncaster, VIC, Australia). Genotyping of DNA was performed by Sanger sequencing. Primers: *MommeD28* Geno F: TCT GCC AGT CTC TGA AGA AAA GGC A, *MommeD28* Geno R: CTG TGG CTT TCA TTC TGG AAG GGA A; *MommeD34* Geno F: GTTGCCCATTTTAGGGGAG, *MommeD34* Geno R: TGGATTGCACCCTGGACTAC.

### Whole Genome Bisulphite Sequencing

Whole Genome Bisulphite Sequencing was performed by the Centro Nacional de Análisis Genomico (CNAG, Barcelona, Spain). Genomic DNA samples were spiked with λ DNA and sheared by sonication. Libraries were prepared using the TruSeq Sample Prep Kit (Illumina, San Diego, CA) and underwent two rounds of sodium bisulphite conversion using the EpiTect Bisulphite Kit (Qiagen, Doncaster, VIC, Australia). 100 bp paired end sequencing was performed on the Illumina HiSeq 2000. Sequencing reads were trimmed for poor quality at their 3′ ends using the program trim_seq [24] with the options -l 3 -m 3. Reads were mapped to mouse genome (NCBI37/mm9) after first converting known FVB SNPs to the FVB state using the tool FastaAlternate from the GATK package [25]. The SNP positions were obtained from Sanger (rsIDdbSNPv137) and coordinates converted from the NCBI38/mm10 to NCBI37/mm9 using the LiftOver tool from UCSC [26]. Only nucleotide substitutions were used to maintain genome length. The lambda genome sequence and the sequence for the GFP transgene [27] were added to the genome sequence as separate chromosomes. Sequencing reads were mapped to the new genome using the program Bismark, version 0.7.12, [28] combined with Bowtie2, version 2–2.1.0 [29], using the options -N 1 -D 30. The resulting files were filtered for PCR duplicates using the program deduplicate_bismark_alignment_output.pl and CpG methylation values were then extracted using the program bismark_methylation_extractor with the options --ignore_r2 2 --counts --bedGraph --paired-end --no_overlap --comprehensive --merge_non_CpG [28]. The CpG methylation calls (one for each strand) were merged to a single methylation call for each CpG using custom scripts.

For the full E14.5 liver datasets, differentially methylated regions were identified using the R package bsseq [30]. The smoothing was carried out with the options ns = 20, h = 250, maxGap = 100,000,000. Loci with coverage ≥8 in at least one biological replicate for wild-type and mutant were retained and Rlf-DMRs were identified using t-statistic quantile cut-offs of 0.01 and 0.99, requiring >10 CpGs per Rlf-DMR and a mean methylation change >15%.

The 10.5 embryo dataset, the E18.5 liver dataset and the sub-sampled E14.5 liver dataset (sub-sampled to equal the mean library read-counts of the 10.5 embryo and the E18.5 liver datasets) were mapped to the genome and methylation values obtained, as described above. To enable comparison between the tissues, methylation values for CpGs covered by at least 6 CpGs in all samples were extracted and Rlf-DMRs called across mutants and wild-types for each tissue using bsseq, smoothing with the options ns = 50, h = 500, maxGap = 10,000,000, requiring a coverage of at least 6 in both replicates and a maximum gap of 1,500 bp between CpGs in a Rlf-DMR. Rlf-DMRs with ≥8 CpGs and mean methylation change >15% were used for downstream analyses.

Methylation values used for hierarchical clustering were the weighted averages of CpG methylation within each genomic coordinate. Only coordinates containing at least 8 CpGs with coverage of at least 6 reads across all samples, were used.

### Enrichment of histone marks

To calculate enrichment of histones at Rlf-DMRs the ENCODE sequencing reads [31] for both biological replicates, and for the input, for each tissue and histone modification considered in this manuscript (E14.5 liver, E14.5 heart and E14.5 brain), were obtained from the UCSC Genome Browser [32]. Datasets with longer reads were 3′ trimmed such that all datasets contained reads of equal length. The reads were subsequently mapped to the mouse reference genome (NCBI37/mm9) using the program Bowtie2 with the options --trim5 6 --local -L 22 -N 1 retaining only uniquely mapped reads. Reads likely to be PCR duplicates were identified and removed using the program MarkDuplicates Picard [33]. Enrichment of histone modifications were calculated as described in [5], requiring >2-fold enrichment over input for both replicates.

### Gene ontology analyses, DNA sequence motif search and conservation scores

Gene ontology analyses of genes proximal to Rlf-DMRs were carried out using the GREAT tool [34]. The Homer tool, version 4.6 [35], was used to investigate for enrichment of known and novel transcription factor binding motifs at Rlf-DMRs using the options -size given –cpg, and otherwise default parameters. PhastCons conservation scores [36] for placental mammals, obtained from the UCSC Genome Browser [37], were used to get average conservation scores for Rlf-DMRs.

### Bisulphite sequencing at Smad 3–6 locus

Bisulphite conversion of genomic DNA was carried out using the EpiTect Bisulphite Kit (Qiagen, Doncaster, VIC, Australia). Nested PCRs were performed to interrogate methylation at the Smad3-6 intergenic region with the following primers: Smad3-6 bis F1: AAGTGGAATTTTTTAGTGGTAGATG; Smad3-6 bis R1: AACTACTTTAATAAAAAATAACATAACC, Smad3-6 bis F2: TTGGTATGTGTTGTTTTTAGTTTTG and Smad3-6 bis R2: ACAATTTAACTATTCATTATATCTCTAACA. Cycling conditions were as follows: Primary PCR, 94°C for 2 minutes for 1 cycle; 94°C for 30 secs, 53°C for 30 secs, 72°C for 45 secs for 35 cycles and 72°C for 6 mins for 1 cycle. The secondary PCR was performed using an annealing temperature of 51°C*.* The PCR product was ligated into pGEM T Easy (Promega, Annandale, Australia) and transformed. DNA from individual colonies was sequenced using Sanger sequencing. The bisulphite conversion rate was ≥98% and sequences were analysed using BiQ Analyser software [38].

### H3K4me1 ChIP-seq

H3K4me1 ChIP-seq library preparation, sequencing and initial bioinformatical analyses were carried out by ActiveMotif. Briefly, the prepared libraries were sequenced on the Illumina NextSeq 500 platform using a read length of 75 nt. Each resulting dataset was sub-sampled to the read-count of the library with the smallest number of reads and aligned to the mouse genome (mm9) using BWA [39] with default parameters, allowing a maximum of two mismatches. Only uniquely mapping reads were retained and reads identified as PCR duplicates were discarded.

Mapped reads were then extended from their 3′ ends to a length of 200 bp to account for the length of the ChIP fragments used to prepare the libraries. The density of fragments along the genome was obtained by dividing the genome into 32-nt bins and the number of fragments overlapping each bin was determined.

Regions enriched for H3K4me1 (i.e. peaks) were determined using the program MACS [40] using default parameters, and the resulting peaks from the four datasets merged into a final set (union of peaks), which was then used for the presented analyses.

The density of H3K4me1 reads across the GFP transgene was determined by mapping 10,000,000 reads from each library to a mouse genome (mm9) with the sequence of the transgene added as an additional chromosome. The reads were mapped using the program Bowtie2 [29] using default parameters and retaining those reads with a minimum mapping quality of 40.

### co-IP/Mass Spec

HEK293T cells (ECACC, Salisbury, UK) were cultured in Dulbecco’s Modified Eagle Medium (DMEM) with 10% fetal bovine serum (FBS) (Life Technologies, Mulgrave, VIC, Australia). Cells were transfected with a pCMV6-Entry vector containing Myc-DDK-tagged-Human rearranged L-myc fusion, RLF-Flag or vector alone, EV (Rockville, MD, USA) using Lipofectamine 2000 (Life Technologies, Mulgrave, VIC, Australia). After 48 hrs, the cells were lysed with a hypotonic lysis buffer, nuclei were isolated and resuspended in digestion buffer with PMSF and protease inhibitors (Active Motif, Carlsbad, CA, USA). For each replicate, 4 mg of nuclear lysate was immunoprecipitated using anti-FLAG M2 magnetic beads (Sigma-Aldrich, St. Louis, MO, USA). IP reactions were carried out in High stringency IP buffer supplemented with protease inhibitor cocktail, for 1 hr at 4°C. Samples were eluted with 8 M Urea. Digestion and IP buffers were from the Nuclear Complex Co-IP kit (Active Motif, Carlsbad, CA, USA). Eluted proteins were analysed via mass spectrometry at the La Trobe University Mass Spectrometry Facility. Samples were digested with 1 μg of trypsin overnight at 37°C and peptide fragments analysed via tandem mass spectrometry on an Orbitrap Elite mass spectrometer (Thermo Scientific). Three biological replicates were analysed per condition, with three replicate injections performed for each. MS/MS spectra were queried using Thermo Scientific Proteome Discoverer software v. 1.4 with Mascot (v. 2.4.0 Matrix Science) search engine. Result files were imported into Scaffold (Proteome Software Inc.) for visualisation and validation. Putative interacting proteins were considered significant if they showed at least a five-fold enrichment in RLF-Flag samples compared to EV, with a *p*-value of <0.05, with at least five peptides detected.

### Western Blotting

Protein lysates from whole tissues were prepared by homogenising in ten volumes of urea lysis buffer, as described [1]. Samples were quantified using a BCA assay (Thermo Scientific, VIC, Australia), separated on polyacrylamide gels (Bio-Rad, Gladesville, NSW, Australia) and immunoblotted. Clarity Western ECL substrate was used for visualisation (Bio-Rad, Gladesville, NSW, Australia). Antibodies used were as follows: anti-RLF, Ab115011 and anti-RCOR1, Ab32631 (Abcam, Cambridge, UK); anti-LSD1, 2139 and anti-HP1α, 2616 (Cell Signaling, Danvers, MA, USA); anti-Flag M2, F3165 and anti-γ-tubulin, T5192 (Sigma-Aldrich, St. Louis, MO, USA); anti-MRE11 (12D7) GTX70212, anti-NBS1 (1C3) GTX70222 and anti-RAD50 (13B3) GTX70228 (GeneTex, Irvine, CA).

### Protein production and purification

Rlf sub-fragments were amplified from mouse cDNA using the following primers, Rlf_431_ F: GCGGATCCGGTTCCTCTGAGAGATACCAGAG, Rlf_513_ R: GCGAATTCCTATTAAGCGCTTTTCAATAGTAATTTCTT, Rlf_1001_ F: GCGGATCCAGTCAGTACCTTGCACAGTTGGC, Rlf_1362_ R: GCGAATTCCTATTA GCTGCTGAACAGGTTGTCATAATA and cloned into pGEX-6P, for expression with an N-terminal GST tag, using BamHI and EcoRI restriction sites. GST-Rlf protein sub-fragments were overexpressed in *Escherichia coli* Rosetta II cells with induction by IPTG. Cells were lysed by sonication in lysis buffer (50 mM MES, pH 6.5, 1 M NaCl, 1.4 mM β-mercaptoethanol, 1 mM PMSF), incubated with 1 mg/mL DNase for 30 mins at 4°C, and further sonicated. The soluble fraction was loaded onto glutathione-sepharose resin and washed (50 mM MES, pH 6.5, 1 M NaCl, 10% (v/v) glycerol, 1.4 mM β-mercaptoethanol, 1 mM PMSF). GST-Rlf recombinant protein sub-fragments were eluted (50 mM MES, pH 6.5, 150 mM NaCl, 50 mM reduced glutathione, 1.4 mM β-mercaptoethanol, 1 mM PMSF) and further purified by size exclusion chromatography on a HiLoadTM Superdex 75 column (GE Healthcare Life Sciences, Little Chalfont, United Kingdom).

### EMSAs

EMSAs were performed using FAM labeled pentaprobe oligonucleotides (Integrated DNA Technologies, Coralville, IA, USA). PP2: FAM-TATCTTACTTTAGTTTCATTTAATTGT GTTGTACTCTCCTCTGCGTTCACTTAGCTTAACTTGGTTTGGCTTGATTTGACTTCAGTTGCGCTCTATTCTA; PP4: FAM-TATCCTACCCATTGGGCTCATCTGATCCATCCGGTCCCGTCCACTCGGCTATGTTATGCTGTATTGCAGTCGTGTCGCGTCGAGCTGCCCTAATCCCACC. Reactions were performed in MSB buffer (10 mM HEPES, pH 7.9, 30 mM NaCl, 1 mM MgCl_2_, 20 μM EDTA) containing 10 mM DTT, 10 μM ZnSO_4_, 67 μg/mL acetylated bovine serum albumin and 4% Ficoll. All reactions contained 5 nM oligonucleotide and either 0.5 μM, 5 μM or no protein. Samples were incubated on ice for 30 min, separated on non-denaturing polyacrylamide TBE gels and visualised using a Typhoon FLA 9500 scanner (GE Healthcare Life Sciences, Little Chalfont, United Kingdom).

### RNA-seq

mRNA-seq library preparation (Illumina TruSeq RNA Sample Preparation kit; Illumina, San Diego, CA) and Illumina HiSeq 2000 Sequencing with 50 bp single-end reads was performed by the Australian Genome Research Facility (AGRF, Melbourne, VIC, Australia). Reads were aligned to the mouse genome (NCBI37/mm9) using Tophat [41] with the parameters -I 100000 --no-coverage-search --read-mismatches 2 --library-type fr-unstranded. Read counts for mRNA transcripts were extracted from the mapped reads using htseq-count [42] with the options -s no -m intersection-strict and using gene annotations from Ensembl ([43], release 67). Differential gene expression was assessed using the R-package DESeq, using default parameters [44].

### Quantitative real-time RT-PCR

RNA was reverse transcribed using iScript Reverse Transcription Supermix (Bio-Rad, Gladesville, NSW, Australia). Quantitative real-time reverse transcription (RT)-PCR analysis was performed on a Corbett Research Rotor-Gene (Qiagen, Doncaster, VIC, Australia) using Platinum SYBR Green qPCR Supermix-UDG (Life Technologies, Mulgrave, VIC, Australia). Expression of β-actin was used for normalisation. Statistical analysis was performed using Student’s *t* test. Primer sequences used are as follows: Aldh1a7 F: GCAGGGAAAAGCAATCTGAA, R: TCTGACCCTGGTGGAAGAAC; Vldlr F: TCGGGCTTTGTTTACTGGTC, R: AGTAGAGGCGGCTTTTGACA; Mgam F: TTGTTCTGCTGCTTGTCCTG R: ACTGGGCAATTGGGAGAGTT; Myo5c F: GGCTGAAATCGCAAAGGACT R: CTCATGGAGGTAGCTGAGGG; Hpd: F: AGGTAGTCAGCCACGTCATC, R: CAATGTGGTCGCAGTCCAGC; Prss50: F: GGTTCATTCCAGCAACCTCC, R: GAAGCGATAAGGATGCCAGC; Atp2b2 F: CCTCAAAACCTCGCCTGTTG, R: GTGGGTGGTAGAAGGACAGT; Upb1 F: AGGAATCTCGATCTGCCCAG, R: ATTGACTCCACACATTGCGG.

### Availability of supporting data

All methylome and RNA-seq datasets used in this study have been submitted to the NCBI Gene Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE58108.

## Additional files

Additional file 1: Figure S1. Read coverage at CpG dinucleotides across the mouse genome. Additional file 2: Table S1. E14.5 Rlf-DMRs identified using genome-wide bisulphite sequencing of DNA from fetal livers of *Rlf+/+* and *RlfMommeD28/MommeD28* mice. Additional file 3: Figure S2. Hierarchical clustering of E14.5 Rlf-DMRs. Additional file 4: Table S2. H3K4me1 peaks detected in chromatin extracted from *Rlf* ^*+/+*^ and Rlf^*MommeD28/MommeD28*^ E14.5 fetal livers. Additional file 5: Figure S3. Hierarchical clustering of %mCG for random 1 kb regions from the bisulphite converted genomes prepared for this study. Additional file 6: Table S3. E10.5 Embryo, E14.5 liver (down-sampled) and E18.5 liver Rlf-DMRs identified using genome-wide bisulphite sequencing of DNA from *Rlf* ^*+/+*^ and *Rlf* ^*MommeD28/MommeD28*^ whole embryos or fetal liver. Additional file 7: Figure S4. Hierarchical clustering of Rlf-DMRs with normal methylation in at least one tissue. Additional file 8: Figure S5. Hierarchical clustering of Rlf-DMRs detected for only one liver timepoint. Additional file 9: Table S4. Rlf interacting proteins identified via co-IP of HEK293T nuclear lysates, expressing RLF-Flag or an empty vector, with anti-Flag magnetic beads. Columns indicate the number of supporting peptides for each protein identified using Mass Spec. Additional file 10: Table S5. Differential expression analysis comparing RNA-seq datasets from *Rlf* ^*+/+*^ mice to *Rlf* ^*MommeD28/MommeD28*^ mice.

## Abbreviations

bp: Base pair
DMR: Differentially methylated region
ENU: N-ethyl-N-nitrosourea
GFP: Green fluorescent protein
H3K4: Histone H3 lysine
Momme: Modifier of murine metastable epiallele
PCR: Polymerase chain reaction
Rlf: Rearranged L-Myc Fusion
RPKM: reads per kilobase per million

# Supplementary material for: The recently identified modifier of murine metastable epialleles, Rearranged L-Myc Fusion, is involved in maintaining epigenetic marks at CpG island shores and enhancers
**Source:** BMC Biol. 2015 Mar 26;13:21. doi: 10.1186/s12915-015-0128-2
**Supplement:** Additional file 1: Figure S1. — Read coverage at CpG dinucleotides across the mouse genome.

**Supplemental Figure 1**

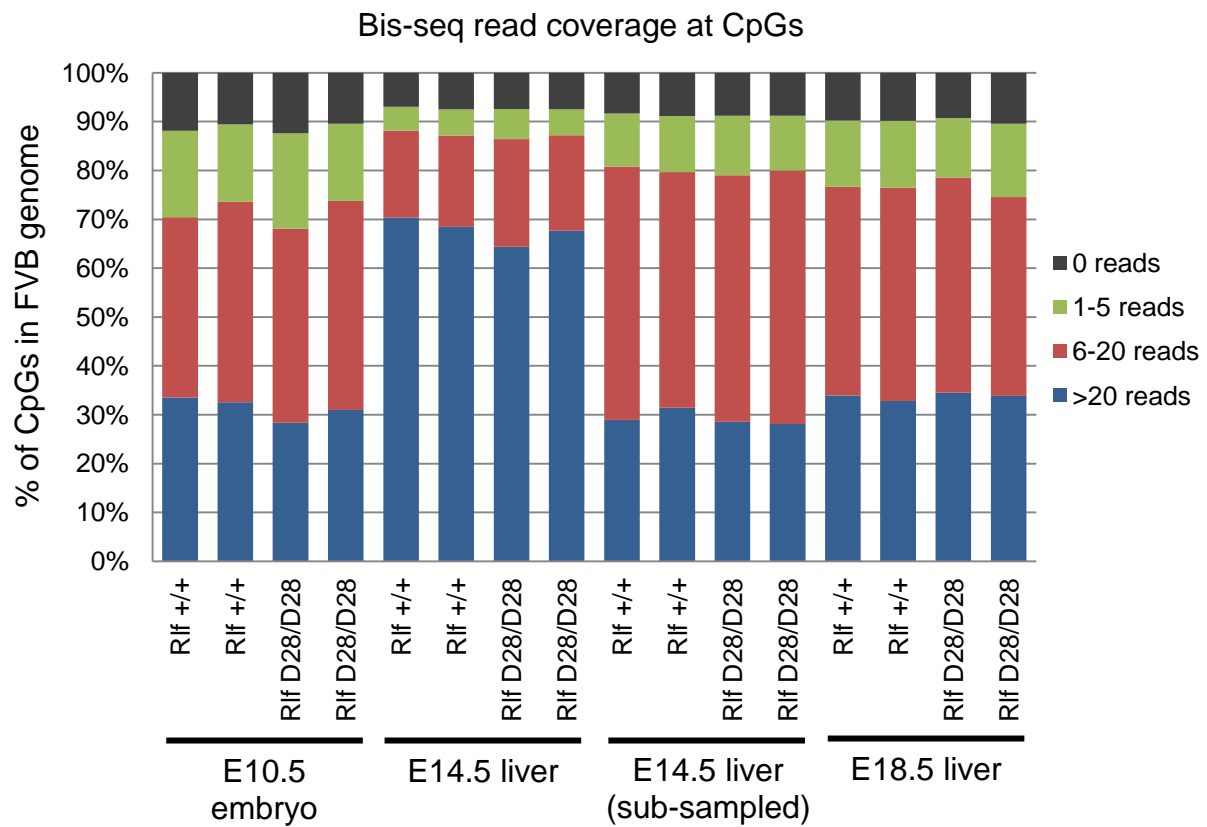

**Read coverage at CpG dinucleotides across the mouse genome**

For each CpG in the genome (n=21,729,695 after converting FVB SNPs), the read coverage was calculated and is summarized for each dataset in the bar-chart above.

# Supplementary material for: The recently identified modifier of murine metastable epialleles, Rearranged L-Myc Fusion, is involved in maintaining epigenetic marks at CpG island shores and enhancers
**Source:** BMC Biol. 2015 Mar 26;13:21. doi: 10.1186/s12915-015-0128-2
**Supplement:** Additional file 3: Figure S2. — Hierarchical clustering of E14.5 Rlf-DMRs.

**Supplemental Figure 2**

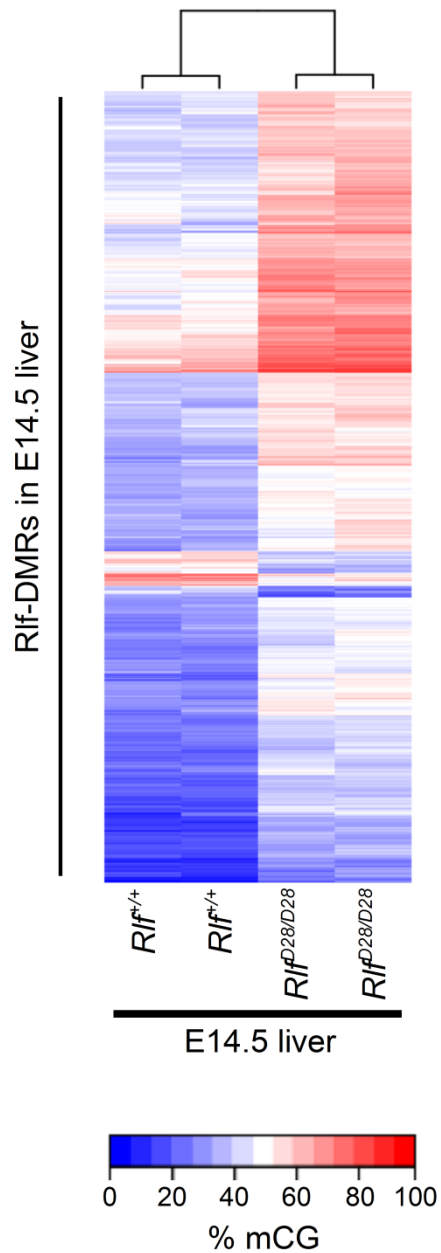

### **Hierarchical clustering of E14.5 Rlf-DMRs**

A total of 1,329 Rlf-DMRs were identified between the livers of *Rlf*<sup>MommeD28/MommeD28</sup> mice and wild-type. The plot was made from the weighted averages of CpG methylation at each Rlf-DMR.

# Supplementary material for: The recently identified modifier of murine metastable epialleles, Rearranged L-Myc Fusion, is involved in maintaining epigenetic marks at CpG island shores and enhancers
**Source:** BMC Biol. 2015 Mar 26;13:21. doi: 10.1186/s12915-015-0128-2
**Supplement:** Additional file 7: Figure S4. — Hierarchical clustering of Rlf-DMRs with normal methylation in at least one tissue.

**Supplemental Figure 4**

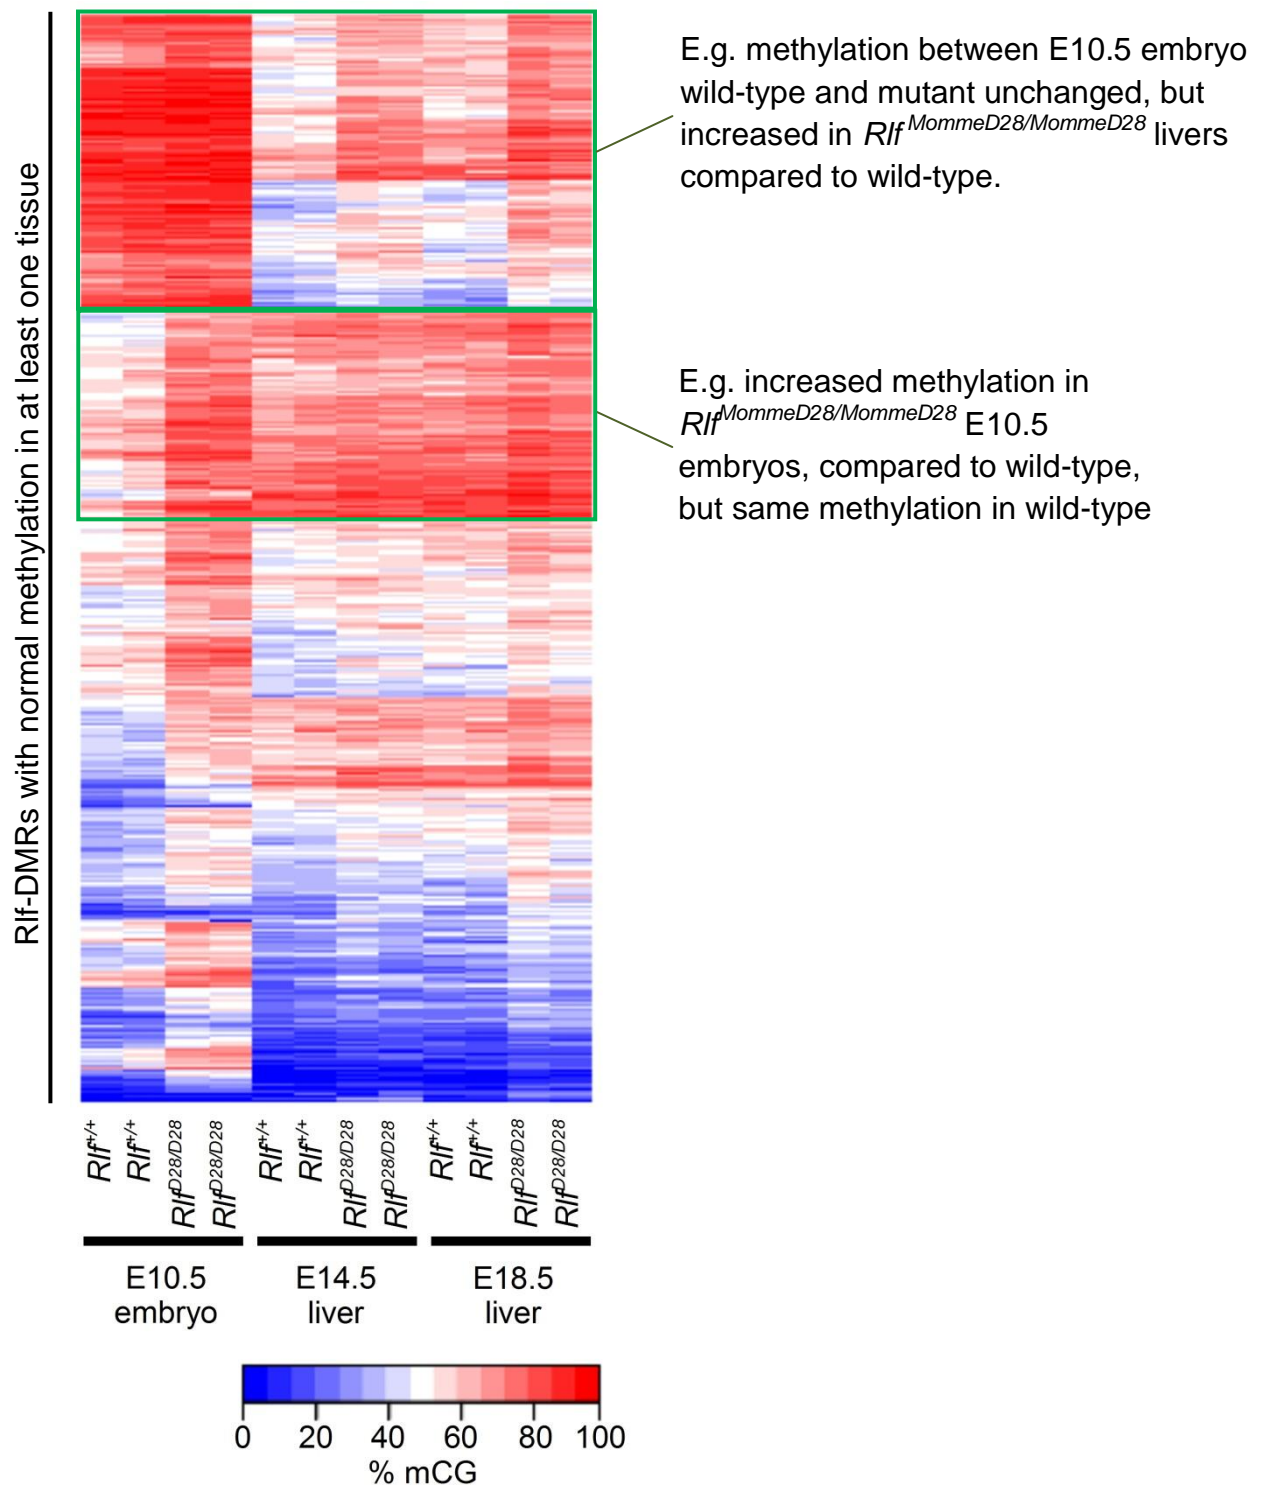

### **Hierarchical clustering of Rlf-DMRs with normal methylation in at least one tissue**

Plot of 986 Rlf-DMRs for which wild-type and *Rlf<sup>MommeD28/MommeD28</sup>* were differentially methylated in one or two of the three tissues (>15% shift), but with no difference between wild-type and mutant in at least one tissue (<5% shift).

# Supplementary material for: The recently identified modifier of murine metastable epialleles, Rearranged L-Myc Fusion, is involved in maintaining epigenetic marks at CpG island shores and enhancers
**Source:** BMC Biol. 2015 Mar 26;13:21. doi: 10.1186/s12915-015-0128-2
**Supplement:** Additional file 8: Figure S5. — Hierarchical clustering of Rlf-DMRs detected for only one liver timepoint.

**Supplemental Figure 5**

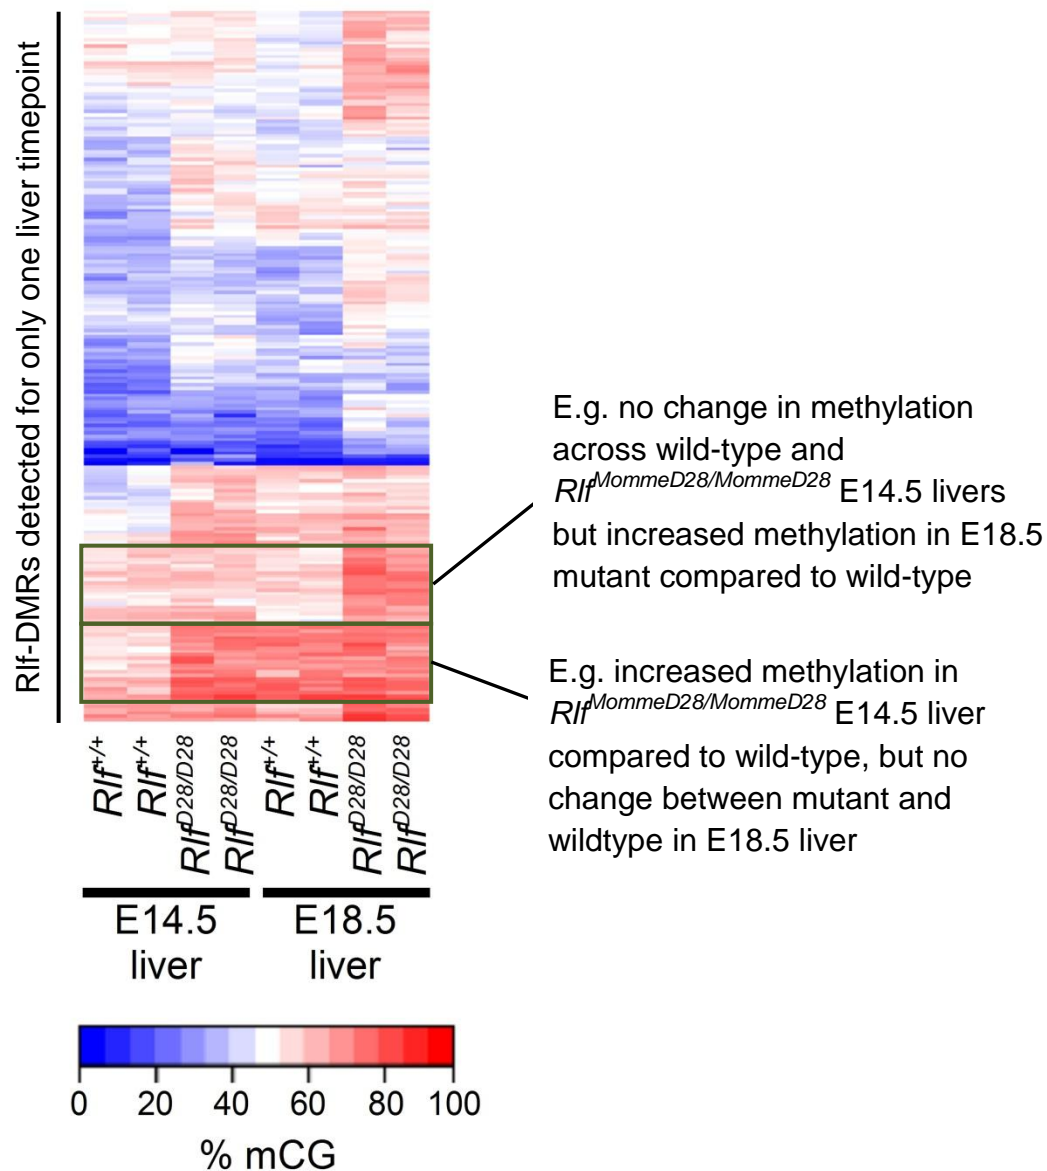

**Hierarchical clustering of Rlf-DMRs detected for only one liver timepoint**

Plot of 200 Rlf-DMR weighted averages for which methylation differs between wild-type and mutant at one liver timepoint (>15% change in methylation), but not the other (<5% change in methylation).

How the deposited data were processed for this re-analysis (not part of the article)

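The data are whole-genome bisulphite sequencing of E10.5 embryos, E14.5 livers and E18.5 livers, with 2 wild-type and 2 homozygous *Rlf* mutant samples each, and RNA-seq of E14.5 livers, with 3 samples of each genotype. The mice are of an inbred FVB/NJ line carrying a GFP transgene, and the paper calls the 4 E14.5 livers used for bisulphite sequencing littermates. For the bisulphite data the deposited values are counts of methylated and unmethylated reads and a rounded percent for each CpG with reads, made by the authors with Bismark and Bowtie2 on mm9 with FVB/NJ substitutions, after removal of PCR duplicates and with the strands merged. Counts were used throughout, not the rounded percent. For RNA-seq the deposited values are raw counts per Ensembl gene, made by the authors with Tophat and htseq-count, without normalization. H3K4me1 ChIP-seq, the co-immunoprecipitation and the mobility shift assays were not analysed here.

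The depth was 15.0 to 17.0 reads per reference CpG in E10.5 embryos, 29.5 to 33.3 in E14.5 livers and 16.2 to 16.7 in E18.5 livers, and 12,928,313 to 14,621,004 counts in the RNA-seq libraries. Wilson intervals at 95% were computed for the unconverted share of lambda. They cover counting error only. No pair of libraries was a duplicate of another.

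The reference was NCBIM37 (mm9) with GENCODE vM1. Regional methylation is the percent of methylated reads over CpGs with at least 6 reads in all libraries compared. Table S1 and the E14.5 and E18.5 parts of Table S3 gave the authors' regions. BSmooth was rewritten with numba 0.67.0, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 in python 3.11.15, with smoothing over 20 CpGs and 250 bp to either side and a maximum gap of 300 bp for E14.5 liver, and 50 CpGs, 500 bp and 1500 bp for the 3 datasets together. CpGs needed at least 8 reads in at least 1 replicate of each genotype for E14.5 liver, and at least 6 reads in all 12 libraries for the datasets together. The quantiles of the t statistic were 0.01 and 0.99. E14.5 counts were thinned with a fixed seed for the comparison of datasets. Tiles of 1 kb with at least 8 covered CpGs were tested with edgeR 4.0.16 on methylated and unmethylated counts, with 1 intercept per library, and called at an adjusted p under 0.05 and a difference above 15 points. The same model tested the interaction of genotype and stage. RNA-seq used edgeR 4.0.16 with TMM normalization and its default filter (a count of at least 10 in enough libraries and 15 in total), DESeq2 1.42.0 as the other tool, and camera and fry of limma 3.58.1 for marker lists, in R 4.3.3. Sequences were read with samtools 1.23.1 and figures drawn with matplotlib 3.10.9. Random regions, 5 for each Rlf-DMR, were matched on the number of CpGs and on wild-type methylation within 5 points, or on the number of CpGs and width within 25%.

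Groups were compared within tissue by genotype. Single values were compared by exact two-sided permutation of genotype within tissue, and counts of regions or genes by Fisher's exact test. Genes named by rule are Rlf, every gene the paper names from its RNA-seq and 5 genes that mark sex. The rule also takes the 5 largest rises and the 5 largest falls among called genes. These needed non-overlapping groups and a mean of at least 1 CPM over the livers. Values in the paper's tables had been seen when this rule was written. Genes on the marker lists are named besides, as are Cyp4a12a and Dab1, which were picked out after their values were seen. Marker lists of erythroid, hepatoblast, megakaryocyte, neutrophil, macrophage, eosinophil, endothelial and mesenchymal cells held 74 tested genes. The comparisons of the genotypes, their alternatives and the marker lists were set before the data were examined. The use of all GENCODE transcripts in place of protein-coding ones, of DESeq2's calls with a distance of 10 kb, and of replicate number as a block for genes near a Rlf-DMR, was chosen after seeing the data, as were some tests of explanations, which are named where they are reported. Alternatives covered the coverage minimum, averaging, chromosomes, the quantiles, the minimum difference, the smoothing, the local correction of the t statistic, the tile width, thinning, the tool, the normalization, the filter on low counts, sex as a covariate, replicate number as a block, and leaving out each library in turn.

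In RNA-seq, samples with the same replicate number deviated together from their group means (r = 0.228, 0.281 and 0.525 across 12,758 genes). This check of the counts is the source of the pairing, and blocked values are given where they change a call or a count. Replicate 3, with the highest correlation, is the female liver of each genotype, so sex can account for part of it. Deviations from a group mean also depend on each other, so these correlations are not independent. In the bisulphite data the correlations were 0.0647, 0.00917 and -0.0297, which gave no sign of pairing. In E14.5 liver, however, replicate number also parts the sexes.

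The procedures were tested on simulated data with planted changes of 30 points for BSmooth, 25 points for tiles and at least 2-fold for genes. The first 2 are well above the 15 points that a call needs, so recovery of smaller changes was not measured. BSmooth found 191 of 200 regions planted on chromosome 19 and called 0 elsewhere. In that simulation the libraries differed only by counting error and a shift common to all CpGs. It had no local spread between replicates, so it does not measure false calls that such spread would give. The tile test found 199 of 200 changed tiles and called 2 of 50,000 unchanged ones. The RNA-seq test found 187 of 200 changed genes and called 10 unchanged ones. The E10.5 part of Table S3 was held only in part and was left out. Table S5 was also held in part, but it is sorted by p and the part held goes past an adjusted p of 0.05, so its genes under that threshold are complete. The CpG island track and RefSeq were not used here.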

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

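The tests of the Chd7 region were all chosen only after the result was seen.

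The region of Table S1 at exon 29 of Chd7 (chromosome 4, 8781222 to 8781404) was less methylated in mutant E14.5 livers and more methylated in mutant E10.5 embryos, and a difference in opposite directions between groups, with all samples of each on their side, called for a closer look. It is not alone in this. Of the 1,246 regions more methylated and the 80 less methylated in both mutant E14.5 livers, 7 and 6 went the opposite way in every library at E10.5, and 7 and 4 at E18.5, where 1,004 and 35 went the same way at E10.5 and 1,079 and 38 at E18.5. The Chd7 region holds 15 CpGs. In E14.5 livers methylation went from 73.1% ± 4.31 to 50.5% ± 4.93, a change of -22.6 points, and in E10.5 embryos from 70.0% ± 1.01 to 82.98% ± 1.82, a change of 13.0 points (SD, n = 2 each). In E18.5 livers it went from 49.9% ± 18.3 to 46.5% ± 10.6 (SD, n = 2 each), a change of -3.44 points, far less than the spread between replicates. The difference between the E10.5 and E14.5 changes is 35.5 points (exact permutation of genotype within tissue, 36 arrangements, two-sided p = 0.0556, the smallest possible), so it was tested but could not reach 0.05. Few reads at single CpGs are argued against, as the E10.5 change was 13.1 points at CpGs with at least 10 reads. The male E14.5 livers, 1 of each genotype, changed by -16.0 points (70.02% to 53.98%) and the female ones by -29.1 points (76.1% to 47.0%), while the E10.5 embryos, all male, rose, which argues against sex as the whole cause. Chance cannot be told apart from a difference between the tissues, because the exact p of 0.0556 is the smallest that 2 samples of each genotype per tissue allow and this is 1 of 1,329 regions. Tissue and stage both differ between the E10.5 embryos and the E14.5 livers, and these stay open and untested.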

How the results depend on the processing

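Alternatives were set before any result was seen, except the use of all GENCODE transcripts, of DESeq2 with 10 kb and of the replicate block for genes near a Rlf-DMR, which were chosen afterwards. The macrophage list, which did not pass, was reversed, from lower to higher, without wild-type replicate 1 (camera, adjusted p = 0.657 and 0.857; 0.367 to 0.857 with 1 library left out). Called genes that changed at least 1.5-fold went from 41 higher and 77 lower to 43 and 39 without homozygous replicate 3, and the share of called genes that was lower was 41.0% to 62.8% with 1 library left out. Of the comparisons, 167 values were on the same side of the threshold or close in size, 36 counts or values moved and 6 became weaker, and of the values for single genes, regions or lists 234 were the same, 28 weaker, 6 stronger and 15 reversed. Causes were not tested unless a cause is given. Where leaving out a library left 1 sample of a genotype, the lone sample is assumed to vary like the other groups.

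The methylation of the Table S1 regions, in E14.5 liver and in the other datasets, the transgene, the share more methylated and being called near a Rlf-DMR kept their direction under all alternatives run. The E14.5 difference was 16.7 to 18.4 points with 1 liver left out. With all transcripts, regions at transcripts went from 659 to 730, regions within 2.5 kb of a TSS from 290 to 419 and the share at exons from 49.4% to 53.3%. Regions of 1 liver stage only went from 163 to 115 with at least 10 reads, to 126 with unweighted means and to 128 to 208 with 1 liver left out.

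Requiring a difference above 20 points lowered the regions called to 471 in E14.5 liver with its own settings, and with the settings for the 3 datasets to 611 at E10.5, 170 at E14.5 and 305 at E18.5, as fewer regions can pass. The smoothing of the 3 datasets gave 832 regions in E14.5 liver. Leaving out 1 sample gave 2,130 to 3,949 regions at E10.5 (3,949 without wild-type replicate 2), 1,095 to 2,206 at E14.5 (2,206 without wild-type replicate 2 and 1,682 without homozygous replicate 2) and 1,544 to 3,544 at E18.5 (2,433 without wild-type replicate 1, 2,487 without wild-type replicate 2 and 3,544 without homozygous replicate 2).

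Without a minimum difference the tile test called 4,289 tiles at E10.5, 3,720 at E14.5 and 1,391 at E18.5, as more tiles can pass. With replicate number as a block it called 2,839 at E10.5, 1,120 at E14.5 and 735 at E18.5. Leaving out 1 sample gave 892 to 3,541 tiles at E10.5 (892 without wild-type replicate 1 and 3,541 without wild-type replicate 2), 770 to 3,577 at E14.5 (3,577 without wild-type replicate 2) and 122 to 6,392 at E18.5 (168 without wild-type replicate 1, 122 without wild-type replicate 2 and 6,392 without homozygous replicate 2). The tile counts therefore depend on single samples, at E18.5 most of all. With replicate number as a block the interaction of genotype and liver stage gave 18 regions in place of 0, 9 of them with opposite signs at the stages. Replicates of the same number showed low correlations (0.0647, 0.00917 and -0.0297). In E14.5 liver, however, replicate number also parts the sexes, so these correlations do not dismiss the block. The interaction count therefore depends on this choice. Leaving out 1 liver gave 0 to 1 regions, the 1 without homozygous E14.5 replicate 1. With a limit of 5% in place of 10%, the difference inside unmethylated stretches was 0.0768 points, as that limit allows less methylation.

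The difference in global methylation was 1.81 to 2.18 points with other bins, averaging, coverage and chromosomes (exact permutation test, two-sided p = 0.0185 to 0.0278) and 1.13 to 2.47 points with 1 sample left out. It passed 0.05 no longer without E14.5 wild-type replicate 1 (1.28 points, exact p = 0.0556), E14.5 homozygous replicate 1 (1.59, exact p = 0.148), E14.5 homozygous replicate 2 (2.00, exact p = 0.0833), E18.5 wild-type replicate 1 (1.70, exact p = 0.148) or E18.5 wild-type replicate 2 (1.90, exact p = 0.111). Fewer samples also leave fewer arrangements.

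In RNA-seq, no filter on low counts gave 532 called genes, 231 of them changed at least 1.5-fold, with 21,942 genes tested. Replicate number as a block gave 460 and 184. Leaving out 1 library gave 66 to 224 called genes (94 without wild-type replicate 1, 105 without wild-type replicate 3, 66 without homozygous replicate 1, 115 without homozygous replicate 2 and 105 without homozygous replicate 3) and 56 to 119 changed at least 1.5-fold (78 without wild-type replicate 1, 56 without homozygous replicate 1 and 77 without homozygous replicate 2). The association of direction with a Rlf-DMR within 10 kb had an odds ratio of 3.22 and no longer passed the threshold (Fisher's exact test, two-sided p = 0.0817), with fewer genes near a region, but passed with DESeq2's calls at that distance (4.65, Fisher's exact test, two-sided p = 0.0052) and with the replicate block (3.78, Fisher's exact test, two-sided p = 0.00667). Within 50 kb the block gave 1.95 (Fisher's exact test, two-sided p = 0.0193). Of the 460 genes called with the block, 63 had a region within 50 kb of the TSS. The odds ratio for being called was 1.65 (Fisher's exact test, two-sided p = 6.1e-04). By fry 0 of the 8 marker lists passed, against 5 by camera and 6 with replicate number as a block; without 1 library it was 4 to 6. Apart from these and the marker lists under the other observations, the block changed no call among the results it was run on.

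The 5 genes that mark sex, none of them called, were reversed with some library left out, as the sexes are then unequal between the genotypes. Their log2 fold changes ranged from -7.95 to 8.59 for Xist (0.343 with all), -0.329 to 0.844 for Ddx3y (0.255), -0.276 to 0.937 for Uty (0.343), -0.535 to 0.643 for Kdm5d (0.0498) and -0.628 to 0.550 for Eif2s3y (-0.0416). The other named genes kept their direction, but some lost their call (log2 fold change in brackets). These were Vldlr without wild-type replicate 1 (0.70), wild-type replicate 3 (0.81), homozygous replicate 1 (0.76) or homozygous replicate 2 (0.77), Igfbp1 without wild-type replicate 1 (1.57), wild-type replicate 3 (1.81) or homozygous replicate 1 (1.78), and Mc2r without wild-type replicate 1 (-2.32), homozygous replicate 1 (-2.003) or homozygous replicate 2 (-2.21). Nupr1 lost it without wild-type replicate 1 (1.79), 2 (1.41) or 3 (1.36), homozygous replicate 2 (1.26) or homozygous replicate 3 (1.52), and Myo5c without homozygous replicate 1 (1.73).

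The E10.5 and E18.5 values rest on 15.0 to 17.0 reads per reference CpG. With 2 samples per genotype no single tissue can go below p = 0.33 by an exact permutation test.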

Differences from the paper's values

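Paper's values are marked as such, and no test in this part was chosen after the result was seen.

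The paper gives a length of about 1 kb for Rlf-DMRs in its text, and the median here was 0.433 kb for the listed regions (Table S1). For regions called here in E14.5 liver it was 0.4135 kb. Among the alternatives set before the data were examined, the smoothing settings for the 3 datasets gave 1.035 kb for regions called here, within the paper's value. The other quantiles, coverage filter, minimum difference, omission of the local correction, restriction to autosomes and leaving out each liver did not close the gap.

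For genes changed at least 2-fold and higher in the mutants, the paper's Fig. 6B shows about 7, read by eye, and the number here was 12. A gap counted as closed at 10 against 7, 14 against 10 and 3 against 2. It counted as open at 11 against 7, 16 against 10 and 4 against 2. By that limit the number came close enough without wild-type replicate 3 (8), homozygous replicate 1 (7), homozygous replicate 2 (8) and homozygous replicate 3 (10). It did not with DESeq2 (13), RLE factors (12), no filter on low counts (31), replicate block (23), sex as a covariate (13), or without wild-type replicate 1 (11) or 2 (16). For genes at least 3-fold higher, the paper's Fig. 6B shows about 2, read by eye, and the number here was 5. Leaving out wild-type replicate 3, homozygous replicate 1 or homozygous replicate 2 gave 3, which closes the gap. DESeq2, the sex covariate, and leaving out wild-type replicate 1, wild-type replicate 2 or homozygous replicate 3 gave 4, RLE factors and the replicate block 5 and no filter 9, which do not. The paper's Table S5 holds 3 such genes. Against that value, DESeq2, the sex covariate and leaving out any 1 library (3 or 4) close the gap, and RLE factors, the replicate block and no filter do not.

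For genes at least 3-fold lower, the paper's Fig. 6B shows about 10, read by eye, and the number here was 16. DESeq2 (14) and leaving out wild-type replicate 1 (13), wild-type replicate 3 (14), homozygous replicate 1 (13), homozygous replicate 2 (13) or homozygous replicate 3 (11) close the gap. RLE factors (16), no filter (26), replicate block (18), sex as a covariate (16) and leaving out wild-type replicate 2 (19) do not. For genes at least 4-fold higher, the paper's Fig. 6B shows about 0, read by eye, against 1 here, and no alternative closes the gap. For genes at least 4-fold lower, it shows about 2, read by eye, against 6 here, and of the alternatives only leaving out homozygous replicate 1 (3) closes the gap.

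The paper's counts in Table S5, among its genes with an adjusted p under 0.05, are 33 higher and 59 lower at 1.5-fold, 8 and 34 at 2-fold, 3 and 16 at 3-fold, and 1 and 7 at 4-fold, which are not the numbers that Fig. 6B shows at the larger changes. The paper states in its Discussion that most of the genes affected are lower in the mutants, and in its Results that similar numbers of genes are higher and lower. Here 99 called genes were higher and 98 lower (49.7%), against 46.5% lower among the genes with an adjusted p under 0.05 in the paper's Table S5. Among called genes that changed at least 1.5-fold, 77 of 118 were lower. The paper states that the overall level of CpG methylation is unaffected in each dataset. Here the mutants were higher by 1.00, 2.24 and 2.15 points at E10.5, E14.5 and E18.5, none of which can reach 0.05 alone by an exact permutation test, and by 1.80 points together (exact permutation test, two-sided p = 0.0278). In the paper's Table S1, the column headed wild-type was nearer the mutant mean of the counts at 1,325 of 1,329 regions, with a median gap of 1.17 points against 18.9 points to the wild-type mean, and the column headed mutant was nearer the wild-type mean. The directions marked in that table were those of the counts at 1,327 regions.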

Other observations

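The tests on genes that fall by more than marker genes, on exons away from the TSS, and on conversion and single libraries as reasons for the difference in global methylation were chosen only after the results were seen.

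More regions were called between the genotypes than between replicates of E14.5 liver. On the autosomes the genotypes gave 1,249 regions, and replicate 1 of both genotypes against replicate 2, which also parts the sexes, gave 71. The latter grouping mixes the genotypes on each side, which adds to the spread there and can lower its count. Each genotype holds 1 male and 1 female liver, so sex does not differ between the genotypes. After thinning all 4 livers to the same number of reads 879 regions were called with the settings for the 3 datasets, which argues against depth. The paper calls these 4 livers littermates. A difference between library batches was not tested, since the labels give none.

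The regions less methylated in mutant E14.5 livers changed by -5.70 points over the E10.5 embryos and E18.5 livers together (exact permutation test, two-sided p = 0.0556, the smallest possible), where random regions rose. They were below 0 at 77.0% of the regions at E10.5 and 81.6% at E18.5, which argues against chance calls as the source of the whole set. A loss of methylation in the mutants at these regions stays a hypothesis.

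The excess of Rlf-DMRs at exons may come from the need for more than 10 CpGs. Random regions with as many CpGs and as wide lay at exons in 60.6% of genic cases, more than the 49.4% of the Rlf-DMRs. Away from the TSS it was 34.1% of these random regions and 37.4% of the Rlf-DMRs (Fisher's exact test, two-sided p = 0.156), against 5.83% by the length of exons. Random regions with as many CpGs and similar wild-type methylation, of any width up to 3 kb, gave less, 35.5% in all and 13.6% away from the TSS (odds ratio 3.80, Fisher's exact test, two-sided p = 1.5e-32). The latter regions were not matched on width, so they can be less dense in CpGs than the Rlf-DMRs. No random regions were matched on CpG number, width and methylation together. An excess at exons beyond what CpG density gives is therefore not shown.

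Sequence linked to Rlf on chromosome 4 was weighed as a source of differences. Of the Table S1 regions 3.84% lay within 20 Mb of Rlf, against 2.82% of random regions (odds ratio 1.38, Fisher's exact test, two-sided p = 0.0518), and of the called genes 1.02%, against 2.97% of tested genes (Fisher's exact test, two-sided p = 0.135). These shares argue against linked sequence as the cause of most regions or calls, and a contribution to single regions near Rlf stays open. The 2 called genes there are Cyp4a12a and Dab1, which were picked out after their values were seen.

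Median methylation of 10 kb bins was 1.80 points higher in the mutants over the 3 datasets. The unconverted percent of lambda was 0.00172 points higher in the mutants on average, which argues against bisulphite conversion. Without 1 library in turn it was 1.13 to 2.47 points. The lowest was without E18.5 homozygous replicate 1 (exact permutation test, two-sided p = 0.0463), which argues against 1 library as the source of the whole difference. Leaving out any of 5 other libraries took p above 0.05, but this leaves fewer arrangements, and for 2 of them the difference was larger (2.00 and 1.90 points). Values per library in E10.5 embryos were 83.52% and 83.48% in wild types and 84.3% and 84.7% in mutants, in E14.5 liver 58.8% and 61.9% against 63.2% and 61.98%, and in E18.5 liver 67.3% and 67.8% against 71.7% and 67.7%. Within a liver stage, 1 library far from its replicate cannot be told apart from a rise, since only 2 samples stand for each genotype. With 1 library left out the difference was as low as 0.681 points in E14.5 liver (without wild-type replicate 1) and 0.143 points in E18.5 liver (without homozygous replicate 1). No biological explanation was tested.

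Of the 10 ways to part the 6 RNA-seq livers into 3 and 3, only 1, the genotypes, gave as many called genes, and the others gave at most 1. Of the others, 3 part as many replicate pairs as the genotypes do and gave 0 by edgeR, with 239 to 611 genes at an unadjusted p under 0.05 and no other tool run, while the rest part 1 pair each and gave at most 1. As 3 against 3 allows no share under 10%, chance cannot be excluded by this count. The other ways also mix the genotypes on each side, which can lower their calls. The genes that mark sex, Xist, Ddx3y, Uty, Kdm5d and Eif2s3y, followed the sexes in the labels, and none of them was called between the genotypes.

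Marker lists were tested with camera at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 8 lists. Neutrophil genes were lower in the mutants as a list (median log2 fold change -0.73, adjusted p = 3.4e-05; 7 of 10 called lower), as were eosinophil genes (median -0.74, adjusted p = 0.0215; Prg2 called). Megakaryocyte (median 0.29, adjusted p = 1.7e-05), hepatoblast (median 0.11, adjusted p = 0.0470) and endothelial genes (median 0.16, adjusted p = 0.0479) were higher. Erythroid genes (median -0.15, adjusted p = 0.0580), mesenchymal genes (median 0.15, adjusted p = 0.0580) and macrophage genes (adjusted p = 0.657) did not pass. The macrophage list had a median of 0.06, a mean of -0.14 and a test direction down, and its gene Cd5l was called lower. With replicate number as a block, erythroid and mesenchymal genes also passed (adjusted p = 0.0377 for each), and hepatoblast genes did not (adjusted p = 0.0582). Erythroid genes passed without wild-type replicate 2 (adjusted p = 8.0e-05), and mesenchymal genes without wild-type replicate 3 (0.0183), homozygous replicate 1 (0.0150) or homozygous replicate 2 (0.0166). Hepatoblast genes did not pass without wild-type replicate 2 (0.344), wild-type replicate 3 (0.0576) or homozygous replicate 2 (0.273), nor endothelial genes without wild-type replicate 1 (0.202), wild-type replicate 3 (0.0576) or homozygous replicate 3 (0.264). None of the calls held under fry, with adjusted p of 0.112 to 0.461. Abundant list genes were Alb, at 26,652 CPM in wild types and 32,165 in mutants, Afp, at 29,804 and 33,742, and Hbb-b1, at 20,512 and 18,378. In all 74 list genes passed the filter on low counts in this liver. Of these 11 were called over all genes tested, and 26 when adjusted over the list alone (all lists together).

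A lower share of one cell type in the mutant livers could account for part of the genes called lower. Of the 98 genes called lower 9 are on a marker list, 7 of them neutrophil genes (Elane, Lcn2, Ngp, Ltf, Camp, S100a8 and S100a9), and Mpo, Prtn3 and Ctsg of that list were not called. Of the 98, 29 fell by more than the list gene with the largest fall (-1.27). These genes were picked by their own fall, so this does not exclude the explanation. A change in the share of a cell type and a change within cells cannot be told apart, as whole livers were sequenced and most of the called genes are on no list.

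Genes within 50 kb of a more methylated Rlf-DMR were tested as a set for lower expression. Of the 1,143 genes, 49.5% had a log2 fold change below 0, against 50.6% of all tested genes, and camera and fry gave probabilities of 0.907 and 0.987 for the set. The median log2 fold change of the set was 0.00277, against -0.00171 over all tested genes. These values argue against a general shift to lower expression near such regions. The set holds genes that go both ways, so lower expression of a part of them stays open. Single genes near a more methylated region were called lower, as Prss50 (log2 fold change -2.25) and 1700006J14Rik (-2.19). Among called genes the lower ones were the more often near a region of Table S1 (20 of 98 against 10 of 99).

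Outside the tissue of the figures, the region in Bai2 went from 34.1% ± 11.9 to 73.9% ± 2.71 in E10.5 embryos and from 25.1% ± 2.05 to 61.4% ± 6.92 in E18.5 livers (SD, n = 2 each). The region between Smad3 and Smad6 went from 34.5% to 62.4% in E10.5 embryos and from 38.9% to 61.2% in E18.5 livers. The transgene went from 10.4% ± 0.140 to 25.5% ± 0.765 in E18.5 livers (SD, n = 2 each).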
